# Anisotropic expansion of hepatocyte lumina enforced by apical bulkheads

**DOI:** 10.1083/jcb.202103003

**Published:** 2021-07-30

**Authors:** Lenka Belicova, Urska Repnik, Julien Delpierre, Elzbieta Gralinska, Sarah Seifert, José Ignacio Valenzuela, Hernán Andrés Morales-Navarrete, Christian Franke, Helin Räägel, Evgeniya Shcherbinina, Tatiana Prikazchikova, Victor Koteliansky, Martin Vingron, Yannis L. Kalaidzidis, Timofei Zatsepin, Marino Zerial

## Abstract

Lumen morphogenesis results from the interplay between molecular pathways and mechanical forces. In several organs, epithelial cells share their apical surfaces to form a tubular lumen. In the liver, however, hepatocytes share the apical surface only between adjacent cells and form narrow lumina that grow anisotropically, generating a 3D network of bile canaliculi (BC). Here, by studying lumenogenesis in differentiating mouse hepatoblasts in vitro, we discovered that adjacent hepatocytes assemble a pattern of specific extensions of the apical membrane traversing the lumen and ensuring its anisotropic expansion. These previously unrecognized structures form a pattern, reminiscent of the bulkheads of boats, also present in the developing and adult liver. Silencing of Rab35 resulted in loss of apical bulkheads and lumen anisotropy, leading to cyst formation. Strikingly, we could reengineer hepatocyte polarity in embryonic liver tissue, converting BC into epithelial tubes. Our results suggest that apical bulkheads are cell-intrinsic anisotropic mechanical elements that determine the elongation of BC during liver tissue morphogenesis.

## Introduction

Lumen morphogenesis is essential for several organs. Lumina are generated by epithelial cells that exhibit apico-basal polarity, with the apical surface facing the internal lumen and the basal surface contacting the basement membrane (Bryant and Mostov, 2008; Andrew and Ewald, 2010; Sigurbjörnsdóttir et al., 2014). Lumina expand either isotropically, yielding spherical structures (acini and alveoli in vivo, cysts and organoids in vitro), or anisotropically, generating a variety of epithelial tube shapes across tissues (e.g., lungs, intestine, kidney, and liver). The anisotropic expansion of lumina is more difficult to explain than the isotropic one because it results from specific combinations of molecular pathways and physical forces (Datta et al., 2011; Navis and Nelson, 2016; Jewett and Prekeris, 2018; Dasgupta et al., 2018; Stopka et al., 2019; Duclut et al., 2019). Physical forces can act on the tissue or cellular level. The liver provides a good example for a variety of lumen morphogenesis that is essential for its function (Treyer and Müsch, 2013; Müsch, 2018; Ober and Lemaigre, 2018; Tanimizu and Mitaka, 2017; Gissen and Arias, 2015). It contains two types of epithelial cells, bile duct cells (cholangiocytes) and hepatocytes, both derived from embryonic progenitors called hepatoblasts (Müsch, 2018). Bile duct cells have the typical apico-basal polarity that can be described with one vector pointing to the apical surface (Morales-Navarrete et al., 2019; Scholich et al., 2020). The apical surface expands isotropically to form 3D cysts in vitro (Tanimizu et al., 2007; Prior et al., 2019), or generate tubes in vivo (Antoniou et al., 2009; Tanimizu et al., 2016), which elongate under tissue-level forces (Navis and Nelson, 2016). In contrast, hepatocytes have a complex polarity, where the apical surface elongates anisotropically as a tubular belt surrounding the cells (Morales-Navarrete et al., 2015). Such polarity can be described by biaxial nematic tensors, a mathematical description of the belt-like and multi-polar apical surface (Morales-Navarrete et al., 2019; Scholich et al., 2020). Hepatocytes can initiate apical lumina with multiple neighboring hepatocytes concurrently in all directions, allowing them to form a complex 3D luminal network of highly branched ∼1-µm-thin bile canaliculi (BC; Morales-Navarrete et al., 2015). The morphology of BC implies that the anisotropy of lumen elongation is not imposed by tissue-level forces but rather by local forces at the cellular level.

The mechanisms underlying the anisotropy of lumen formation at the cellular scale remain elusive. Models based mainly on in vitro studies propose cell division as a key determinant of lumen elongation (Wang et al., 2014; Tanimizu and Mitaka, 2017; Overeem et al., 2015). In the developing liver however, as hepatoblasts differentiate into hepatocytes, they gradually stop proliferating (Yang et al., 2017). Yet an almost fully connected BC network is generated (Tanimizu et al., 2016), arguing for additional mechanisms driving lumen elongation. From the physics of thin shells (Landau and Lifshitz, 1986; Berthoumieux et al., 2014), lumen elongation by fetal hepatocytes requires mechanisms based either on the anisotropic structure of the apical actomyosin cortex or some other mechanical elements to enforce a tubular lumen. Here, we set out to identify such mechanisms.

## Results

### Anisotropic lumen morphogenesis by hepatocytes

We established a culture of primary mouse hepatoblasts isolated from embryonic livers based on Dlk1 expression (Tanimizu et al., 2003) to differentiate them into hepatocytes. 

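RNA was sequenced from 4 biological replicates each of E14.5 Dlk1+ hepatoblasts processed directly after isolation, Diff. hepatocytes grown from such hepatoblasts by culture protocol 1, and mature hepatocytes isolated from adult male mice and processed directly. The 12 libraries were made from poly(A) RNA with strand information and read as 75-bp single reads. For the authors' count table, STAR assigned the reads to the genes of Ensembl release 92 on the mouse assembly GRCm38, and the deposited values are raw counts of reads per gene without normalization. The authors' description of the data set gives 4 days in culture for the Diff. hepatocytes. The paper gives 5 days for protocol 2 and its text names no number of days for protocol 1. Each hepatoblast isolation in the paper pooled 16 to 24 embryonic livers, and the adult mice were 8 to 12 weeks old. The table lists 53715 genes, of which 21338 had a count of 0 in each of the 12 libraries. Between 21523329 and 25216977 reads per library were counted on genes in hepatoblasts, between 19581551 and 22026087 in Diff. hepatocytes and between 20043218 and 23791477 in mature hepatocytes. The mean over the 12 libraries was 22355150.5 ± 1849145 counts on genes (SD, n = 12). The 50 most abundant genes took a mean of 25.0% of the counts in hepatoblasts, 35.3% in Diff. hepatocytes and 33.9% in mature hepatocytes. From the counts, CPM were computed with library sizes scaled by edgeR's TMM method, whose factors lay between 1.23 and 1.44 in hepatoblasts, between 1.03 and 1.08 in Diff. hepatocytes and between 0.677 and 0.778 in mature hepatocytes. Genes with more than 10 counts in any library, 17779 in all, were tested with edgeR's quasi-likelihood test in one fit over the 12 libraries, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 1, the filter and thresholds of the paper.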

The differentiation was validated by the expression of mature hepatocyte markers and the acquisition of characteristic hepatocyte morphology (Fig. 1, a–c). 

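The 22 hepatocyte markers in the heatmap of Fig. 1 c had higher mean expression in Diff. hepatocytes than in hepatoblasts, and 21 of them were called higher. The count was also 21 when adjusted over the list alone, which is not independent evidence because the paper shows these genes from the same libraries. The median log2 fold change of the 22 genes was 4.93. Tat (ENSMUSG00000001670, chromosome 8 from 109990437 to 109999803 of GRCm38), which had the largest change, went from 2.33 ± 0.261 CPM in hepatoblasts to 724 ± 144 CPM in Diff. hepatocytes (SD, n = 4 libraries each), a log2 fold change of 8.28 (standard error 0.20, adjusted p = 2.12e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cps1 (ENSMUSG00000025991, chromosome 1 from 67123026 to 67231259) rose from 22 ± 5.91 to 5917 ± 417 CPM (log2 fold change 8.07, standard error 0.23, edgeR adjusted p = 3.1e-11), and its value in Diff. hepatocytes replicate 1, 5295 CPM, lay apart from the other 3 libraries. For G6pc (ENSMUSG00000078650, chromosome 11 from 101367561 to 101377903), the means were 0.858 ± 0.215 and 157 ± 26.5 CPM (log2 fold change 7.50, standard error 0.29, edgeR adjusted p = 4.41e-10). Hpx (ENSMUSG00000030895, chromosome 7 from 105591613 to 105600137) measured 699 ± 137 CPM in hepatoblasts and 8529 ± 686 CPM in Diff. hepatocytes (log2 fold change 3.61, standard error 0.20, edgeR adjusted p = 9.84e-09), with replicate 3 of the Diff. hepatocytes apart from the others at 9549 CPM. Ahsg (ENSMUSG00000022868, chromosome 16 from 22891277 to 22899449) was the most abundant of the markers in Diff. hepatocytes, with 22720 ± 2935 CPM against 2582 ± 774 CPM in hepatoblasts (log2 fold change 3.14, standard error 0.21, edgeR adjusted p = 5.06e-08). The marker that was not called, Serpina1e (ENSMUSG00000072849, chromosome 12 from 103946931 to 103958975), had 403 ± 104 CPM in hepatoblasts and 721 ± 138 CPM in Diff. hepatocytes (log2 fold change 0.84, standard error 0.26, edgeR adjusted p = 0.0141). The log2 fold changes of 15 other markers were 7.77 for Azgp1, 7.23 for Hp, 6.31 for Cp, 6.14 for Cfhr2, 6.04 for Cyp3a11, 5.93 for C4b, 5.16 for Arg1, 5.15 for Baat, 4.71 for Pck1, 4.58 for Ces1c, 3.10 for Abcb11, 2.44 for Kng1, 2.31 for Apoc1, 2.23 for Mbl2 and 1.75 for F9, with edgeR adjusted p between 3.37e-11 and 2.73e-06. For each of the 22 genes, the lowest library of Diff. hepatocytes lay above the highest hepatoblast library (two-sided exact permutation test of log2 CPM, p = 0.0286, the smallest p that 4 libraries against 4 allow). Some markers share sequence with related genes, to which the counting could have lost reads. Of the 75-base sequences in their transcripts, C4b shared 22.7%, Cfhr2 21.3%, Serpina1e 19.7%, Kng1 9.77%, Ces1c 5.08% and Cyp3a11 1.66% with another gene, and the other 16 markers shared under 1%. An adjusted p under 0.05 with no fold change threshold moved the number of markers most, to 22. From the expression of these markers, together with the morphology of the cells, the paper concludes that the hepatoblasts differentiated into hepatocytes.

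**Figure D1:**
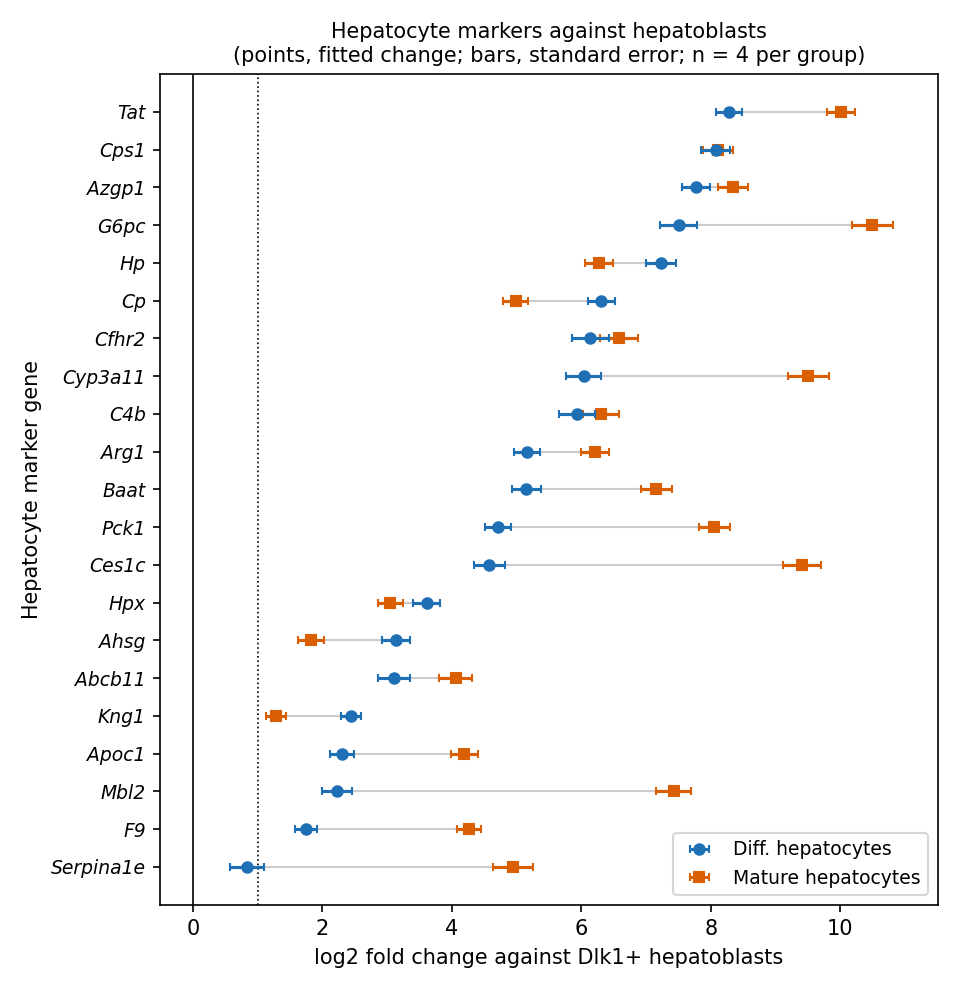
Log2 fold change of 21 of the 22 hepatocyte markers against Dlk1+ hepatoblasts on the horizontal axis, with 1 gene per line on the vertical axis. Circles are Diff. hepatocytes and squares mature hepatocytes (4 libraries per group). Bars are standard errors computed from the log2 fold change and the F statistic of edgeR's test. The dotted line marks the threshold of 1, and the circles lie between 0.84 for Serpina1e and 8.28 for Tat.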

The cells generated elongated and branched tubular lumina enriched in F-actin, and positive for the apical marker CD13 and the tight junction (TJ) protein ZO-1 (Fig. 1 b). This system therefore recapitulates de novo formation of branched BC lumina in vitro similar to the developing liver in vivo.

**Figure 1.**
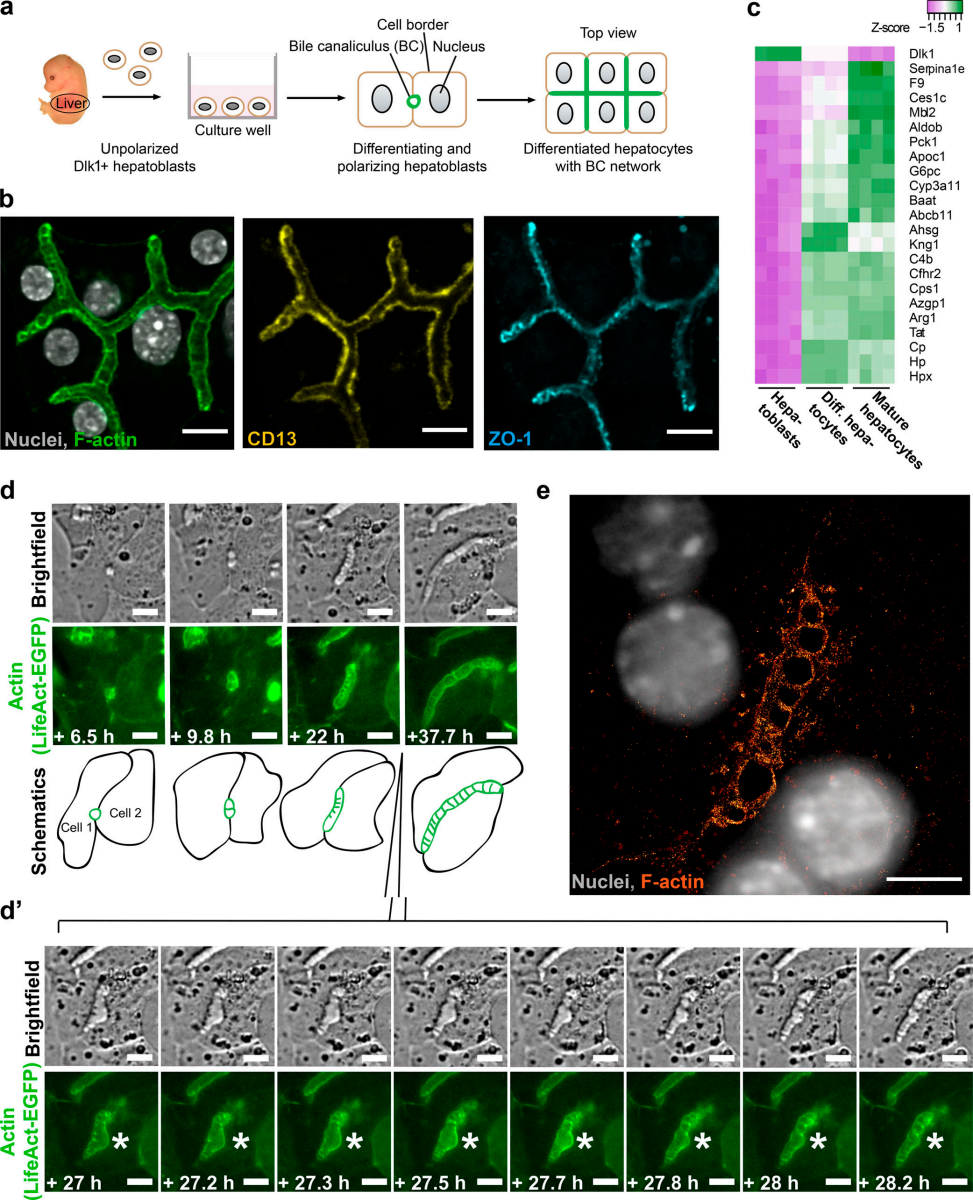
**Lumen morphogenesis in hepatocytes is accompanied by specific actin structures that interconnect the two lumen-forming cells. (a)** Schematic overview of primary Dlk1^+^ hepatoblasts in culture differentiating into hepatocytes and recapitulating BC formation. **(b)** Differentiated hepatocytes form branched interconnected BC lumina. Immunofluorescence microscopy images of differentiated hepatocytes (Protocol 2, Materials and methods) stained for F-actin with phalloidin–Alexa 488, and for apical markers CD13 and ZO-1. Scale bar: 10 µm. **(c)** In vitro differentiated (Diff.) hepatocytes express mature hepatocyte markers and down-regulate the hepatoblast marker Dlk1. Heatmap comparing the expression of selected hepatocyte marker genes in primary Dlk1^+^ hepatoblasts (Hepatoblasts), in vitro differentiated hepatocytes (Diff. hepatocytes, Protocol 1, Materials and methods), and control mature hepatocytes isolated from adult mouse livers (Mature hepatocytes). RNA-seq experiment in four biological replicates. **(d)** Images from live-cell time-lapse microscopy documenting the formation of BC between two differentiating hepatoblasts expressing LifeAct-EGFP. During imaging, the extending tubular lumen displayed a bulge at 27 h from the start of imaging, which was subsequently “reabsorbed.” The insert d’ documents the recovery of the tubule (white star) in temporal resolution 10 min/frame. Note the transverse striped pattern in brightfield and actin channels, which is apparent when the lumen is tubular but not observed within the bulge. Scale bar: 10 µm. See also Video 1. **(e)** SMLM image of a lumen between two differentiated hepatocytes, actin labeled with phalloidin–Alexa 647. Note the transverse striped actin pattern. Scale bar: 5 µm.

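Dlk1 (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336 of GRCm38) was the marker used to isolate the hepatoblasts. Its expression was 3521 ± 759 CPM in hepatoblasts, 94.1 ± 4.55 CPM in Diff. hepatocytes and 4.18 ± 1.5 CPM in mature hepatocytes (SD, n = 4 libraries each). Against hepatoblasts, its log2 fold change was -5.22 in Diff. hepatocytes (standard error 0.23, adjusted p = 1.43e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mature hepatocytes it was -9.71 (standard error 0.28, edgeR adjusted p = 8.28e-12). Dlk1 stayed higher in Diff. hepatocytes than in mature hepatocytes, with a log2 fold change of 4.48 (standard error 0.23, edgeR adjusted p = 3.08e-09). The libraries of the 3 groups did not overlap. Replicate 3 of the mature hepatocytes lay apart from the others at 6.42 CPM, and without it the log2 fold change between these groups was 4.77. With each replicate left out in turn, the log2 fold change in Diff. hepatocytes lay between -5.35 and -5.13. Library totals without the TMM factors moved it most, to -5.53.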

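Against hepatoblasts, the 22 markers of the heatmap were all called higher in mature hepatocytes, also when adjusted over the list alone, with a median log2 fold change of 6.29 and a range from 1.28 for Kng1 to 10.50 for G6pc. In this comparison, library totals in place of the TMM factors left 20 of the 22 with a log2 fold change over 1. Totals without the 50 most abundant genes left 21. Between Diff. hepatocytes and mature hepatocytes, 15 of the 22 were called, again 15 when adjusted over the list alone, 12 of them lower and 3 higher in Diff. hepatocytes. Mbl2 (ENSMUSG00000024863, chromosome 19 from 30232942 to 30239687 of GRCm38) was lowest relative to mature hepatocytes, with 12.9 ± 4.6 CPM in Diff. hepatocytes and 473 ± 77.8 CPM in mature hepatocytes (SD, n = 4 libraries each), a log2 fold change of -5.19 (standard error 0.24, adjusted p = 1.11e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Serpina1e averaged 12430 ± 4473 CPM in mature hepatocytes, a log2 fold change in Diff. hepatocytes of -4.11 (standard error 0.29, edgeR adjusted p = 5.98e-08). Other lower markers had log2 fold changes of -4.83 for Ces1c, -3.47 for Cyp3a11, -3.35 for Pck1, -2.99 for G6pc, -2.51 for F9, -2.00 for Baat, -1.89 for Apoc1, -1.74 for Tat and -1.05 for Arg1. Higher in Diff. hepatocytes were Cp, with 1428 ± 152 CPM in mature hepatocytes and a log2 fold change of 1.32 (standard error 0.17, edgeR adjusted p = 1.08e-05), Ahsg, with 9158 ± 526 CPM and 1.31 (standard error 0.20, edgeR adjusted p = 6.16e-05), and Kng1, with 1905 ± 236 CPM and 1.16 (standard error 0.15, edgeR adjusted p = 1.45e-05). The 7 markers that were not called had log2 fold changes of -0.96 for Abcb11, -0.57 for Azgp1, -0.45 for Cfhr2, -0.36 for C4b, -0.04 for Cps1, 0.56 for Hpx and 0.96 for Hp. With the fold change threshold inside the test, both edgeR's glmTreat and DESeq2 called 10 markers between these groups, all lower in Diff. hepatocytes, and Cp, Ahsg, Kng1 and Arg1 were among those no longer called. With library totals in place of the TMM factors, 10 markers were called lower and 5 higher in Diff. hepatocytes, with Arg1 no longer called and Hp and Hpx called higher. The sign of the change in C4b, Cfhr2 and Cps1 was the opposite under library totals. Leaving out 1 library changed the call of 3 markers. Arg1 was not called without Diff. hepatocytes replicate 1, at -0.95, or without mature hepatocytes replicate 4, Abcb11 was called without mature hepatocytes replicate 2, at -1.13, or Diff. hepatocytes replicate 2, and Hp without mature hepatocytes replicate 2, at 1.15, or Diff. hepatocytes replicate 4. Cps1 changed sign without Diff. hepatocytes replicate 1 and without mature hepatocytes replicate 4.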

To study lumen morphogenesis, we performed live-cell time-lapse microscopy on differentiating hepatoblasts stably expressing LifeAct-EGFP as actin label (Fig. 1 d and Video 1). We followed lumenogenesis for up to 52 h and categorized four sequential steps: (1) lumen initiation, (2) elongation, (3) branching, and (4) fusion. We frequently observed single cells initiating multiple individual lumina with their neighbors (Fig. 2 a and Video 2). After formation, lumina elongated into tubes until they spanned the entire cell–cell contact (Fig. 1 d; Fig. 2, a–c; Video 1; Video 2; Video 3; and Video 4). At this point, a lumen could fuse with another lumen (Fig. 2 b, left) or branch at a three-cell contact (Fig. 2 b, right). The elongation of lumina occurred in the absence of cell division.

**Video 1.** **Formation of BC in vitro*.*** Live-cell time-lapse microscopy documenting the formation of BC between two differentiating hepatoblasts expressing LifeAct-EGFP. Images acquired in 10-min intervals. The video displays a 23-h time window at 12,000× normal speed. Scale bar: 10 µm.

**Figure 2.**
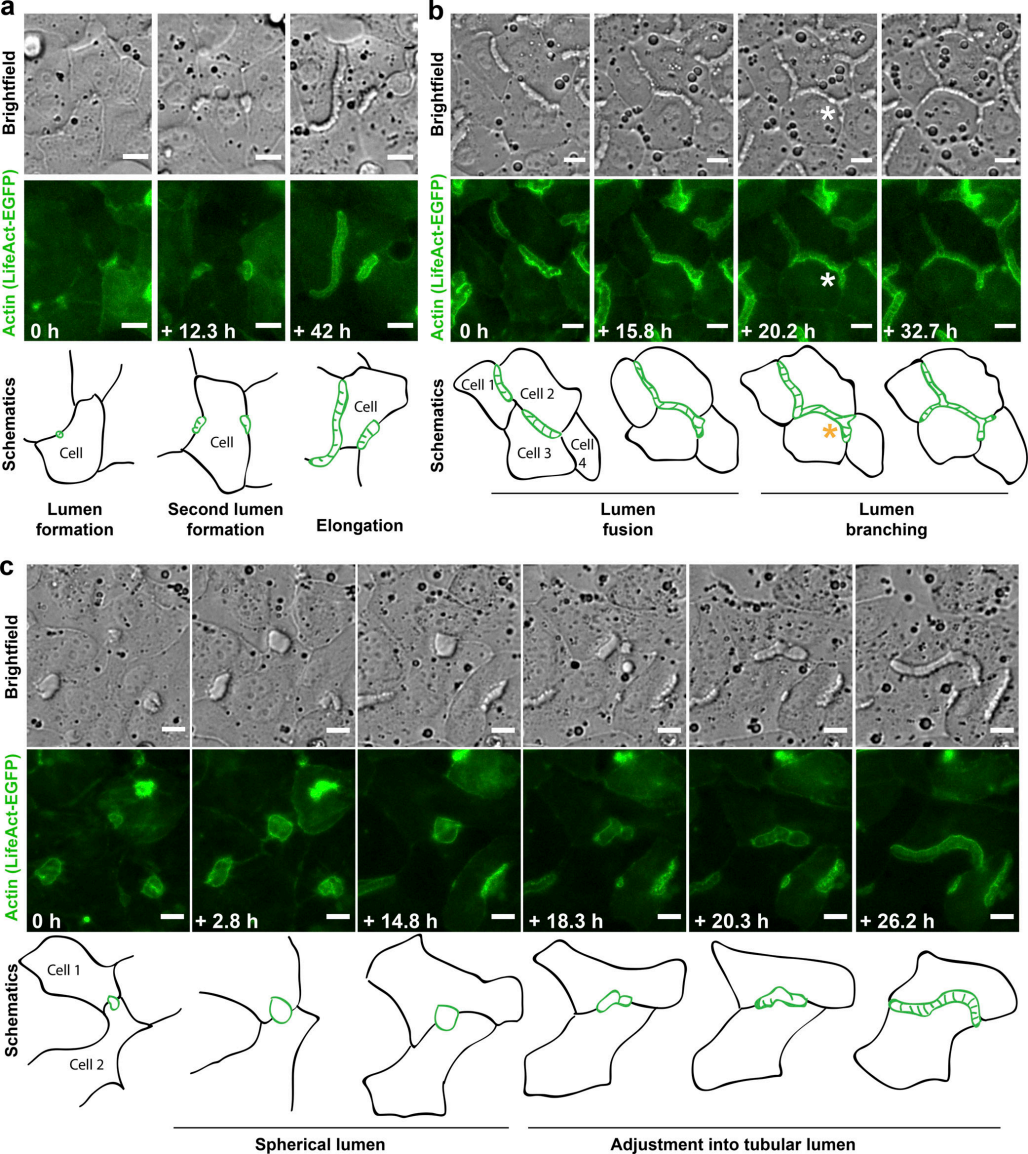
**Live-cell video microscopy of BC morphogenesis in LifeAct-EGFP–expressing cells. (a)** A single polarizing differentiating hepatoblast forming multiple tubular lumina. Scale bar: 10 µm. See also Video 2. **(b)** BC network forms between neighboring cells by fusion and branching (star) of elongated tubular lumina. Scale bar: 10 µm. See also Video 3. **(c)** A lumen formed between two cells starts growing spherically, but is later adjusted and continues to elongate as a typical BC lumen. Scale bar: 10 µm. See also Video 4.

**Video 2.** **Formation of multiple BC lumina by a single differentiating hepatoblast.** Live-cell time-lapse microscopy documenting the formation of multiple BC lumina by a single differentiating hepatoblasts expressing LifeAct-EGFP. Images acquired in 10-min intervals. The video displays a 42-h time window at 12,000× normal speed. Scale bar: 10 µm.

**Video 3.** **Branching and fusion of BC lumen.** Live-cell time-lapse microscopy of branching and fusing BC lumina formed by differentiating hepatoblasts expressing LifeAct-EGFP. Images acquired in 10-min intervals. The video displays a 25-h time window at 12,000× normal speed. Scale bar: 10 µm.

**Video 4.** **Recovery of tubular BC lumen.** Live-cell time-lapse microscopy documenting the adjustment of a spherical lumen into a tubular lumen in differentiating hepatoblasts expressing LifeAct-EGFP. Images acquired in 10-min intervals. The video displays a 35-h time window at 12,000× normal speed. Scale bar: 10 µm.

We were intrigued by the presence of dark stripes in the bright-field, transverse to the direction of lumen elongation (e.g., Fig. 1 d and Fig. 2), which may correspond to high curvature of the apical membranes. The stripes also coincided with areas of high density of actin (LifeAct-EGFP). The pattern was evident early in lumen formation and continued as the lumina elongated, keeping a characteristic spacing between stripes (Fig. 1 d and Fig. 2). Interestingly, we also observed instances when the lumen transiently bulged outward, tending to a spherical lumen (Fig. 1 d’ [marked with a star], Video 1, Fig. 2 c, and Video 4). This coincided with the loss of the stripes. Subsequently, the tubular shape of the lumen recovered as new stripes formed, suggesting an active link between the striped pattern and lumen elongation.

To determine the micro-structure of the actin-rich stripes, we analyzed the cortical F-actin labeled with phalloidin–Alexa 647 using single-molecule localization microscopy (SMLM) on fixed, in vitro differentiated hepatocytes. Strikingly, we observed a quasi-periodic pattern of F-actin structures apparently crossing the lumen between two cells (Fig. 1 e), similar to the pattern of stripes in the bright-field (Fig. 1 d). Because the SMLM has a z-resolution of ∼500 nm and these structures are >1 µm in height, we can conclude that the F-actin projects into the BC lumen and does not correspond to rings around it, e.g., as in the *Drosophila *tracheal tube (Hannezo et al., 2015; Hayashi and Dong, 2017).

### Ultra-structural analysis reveals bulkhead-like apical transversal structures in the BC lumen

Given the presence of both actin filaments and TJs (ZO-1) traversing the lumen, we investigated these structures in greater detail by EM on serial sections and 3D reconstructions of the entire lumen volume. Remarkably, the EM section of Fig. 3 a shows a branched lumen between three hepatocytes, whose surfaces are connected by finger-like membrane processes. The fingers of one cell touch, or invaginate into, the opposing cell (Fig. 3 b), and the contact surfaces are sealed by TJs (Fig. 3, c and d). Interestingly, we often observed vesicles accumulated at the base of these processes.

**Figure 3.**
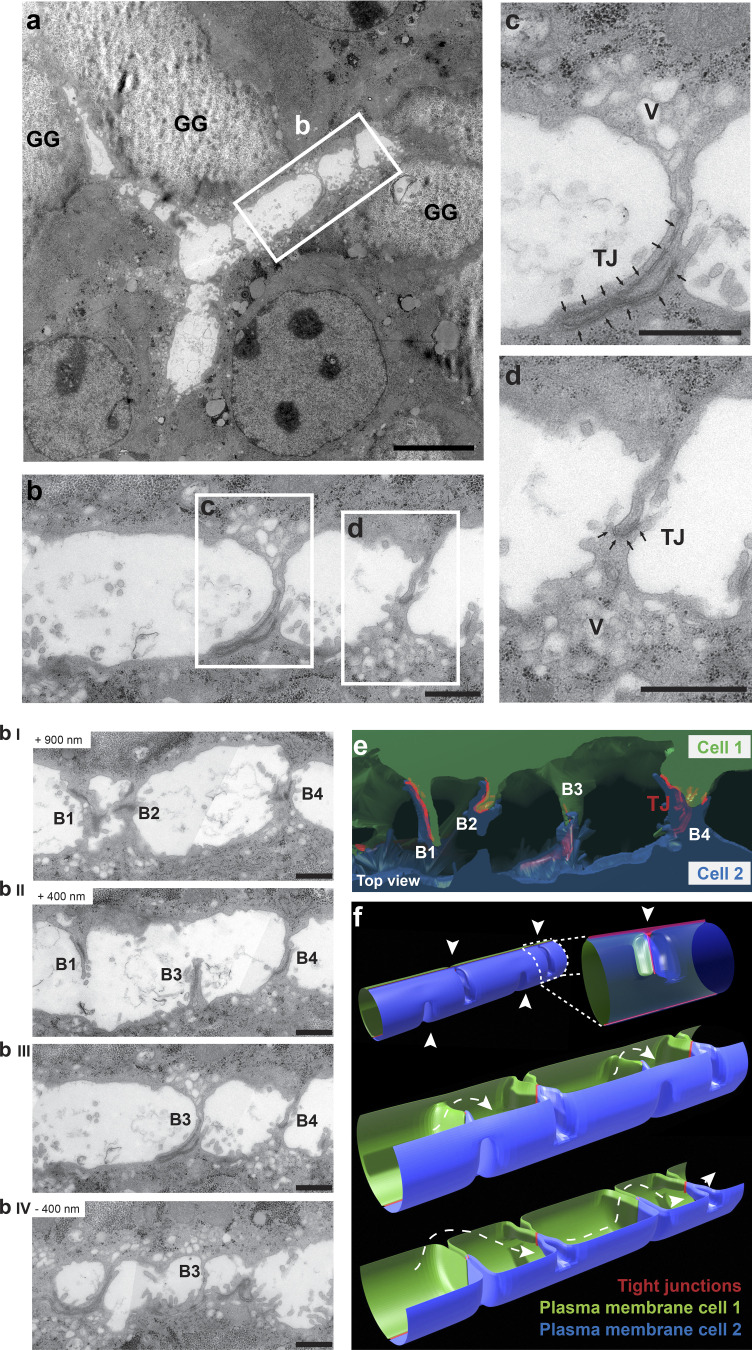
**Ultra-structural analysis reveals a bulkhead-like pattern of transversal structures sealed by T-shaped TJs in the BC lumen. (a)** EM image of a BC branched between three cells. Longitudinal section of in vitro differentiated hepatocytes. GG, glycogen granules. The outlined region is shown in b. Scale bar: 5 µm. **(b)** Section of BC formed by two cells with membrane connections highlighted in rectangles c and d and shown in detail in corresponding panels c and d. The sections were acquired in a series of longitudinal 90-nm sections shown in b, I–IV. Note that the membrane connections are not visible in every section. Scale bar: 1 µm. **(c and d)** Detailed view on the membrane connections in rectangles c and d from panel b. Membrane connections are formed by apical surfaces of both cells lining the BC and include the TJs (arrows). Vesicles (V) are often observed to accumulate in the vicinity of the connections. Scale bar: 1 µm. **(e)** 3D reconstruction of serial sections in b (I–IV) based on apical plasma membranes and TJs rendering. The cytoplasm of the lumen-forming cells is in green and blue, and the TJs are highlighted in red. See also Video 5. **(f)** Simplified model of BC based on the 3D reconstruction in e with periodic bulkhead-like membrane connections formed from the top or the bottom of the lumen (arrowheads). The TJs (red) have a T-shape, with the junctions longitudinal along the tube connected with the junctions extending along the ridgeline within each bulkhead. Uninterrupted flow within the lumen between bulkheads is shown with a dotted line. See also Video 6.

From a single section it is impossible to establish whether the lumen is continuous or divided into separate chambers. The 3D reconstruction (Fig. 3 e and Video 5) revealed that the transversal finger-like processes (Fig. 3 a) were not microvilli but sections of structures resembling the bulkheads of a boat. The bulkheads consisted of two parts, each contributed by the apical surface of one of the two adjacent cells, which formed a ridge-shaped process (see 3D model, Fig. 3 f, Video 5, and Video 6). Importantly, the two ridges were sealed by TJs that followed an unusual T-shape, with the horizontal bar representing the junctions longitudinal along the tube and the vertical bar the junctions extending along the ridgeline (see scheme in Fig. 3 e, Video 5, and Video 6). The EM data are consistent with the presence of ZO-1 structures in the stripes crossing the lumen (Fig. 1 b). In some cases, the opposing processes are not precisely aligned along the ridgeline but shifted, forming a wide TJ contact belt (Fig. 3, b and e, bulkheads B1 and 4). The bulkheads can come either from the bottom (see Fig. 3 b, II–IV, and Fig. 3 e, bulkhead B3) or the top of the tube (Fig. 3 b, I–IV; and Fig. 3 e, bulkheads B1, 2, and 4), but never separate it completely, thus ensuring lumen continuity in the BC (Video 5 and Video 6). Consequently, from the 3D reconstruction of Fig. 3 b and Video 5, one can appreciate that the lumen has a tortuous shape. This accounts for the impression that the F-actin fluorescent and bright-field stripes only partially cross the lumen (Fig. 1 d). The bulkheads showed a quasi-periodicity similar to the pattern in the bright-field and of actin observed by live-cell imaging (Fig. 1 d) and SMLM (Fig. 1 e).

**Video 5.** **3D model of BC based on EM data.** 3D reconstruction of EM serial sections in Fig. 2 b based on apical plasma membranes and TJs rendering. The apical plasma membrane of the lumen-forming cells is in green and blue, the TJs are highlighted in red.

**Video 6.** **Animation of a simplified model of BC with bulkheads.** Simplified model of BC based on the 3D reconstruction in Fig. 2 e with periodic bulkhead-like membrane connections containing TJs (red) formed from the top or the bottom of the lumen. The apical plasma membrane of the lumen-forming cells is represented in green and blue.

In summary, the apical bulkheads are morphologically distinct from the finger-like shaped microvilli and are not simply folds of the BC. They (1) are membrane processes from two opposing cells sealed by TJs, (2) have a plate/ridge-like 3D shape, and (3) do not separate the lumen in distinct chambers.

### Apical bulkheads form during BC lumen morphogenesis in embryonic liver and persist in adulthood

To rule out that these structures are an artifact of the in vitro system, we examined the embryonic day (E) 15.5 liver by EM. Also here we could confirm the presence of the repetitive pattern of bulkhead-like transversal connections in the nascent BC (Fig. 4 a, bulkheads B1 and B2). The lumen shape was even more complex than in vitro, due to the 3D organization of the tissue, with a higher degree of freedom for cell–cell contacts. The 3D reconstruction of one bulkhead (B1) from the serial sections shows again the sealing of the two cellular processes by the TJs, which are continuous with the TJ belt along the BC (Fig. 4 b, IV). Importantly, also in vivo, the bulkheads did not divide the BC lumen into isolated chambers (Fig. 4 b, I). Compared with in vitro, microvilli were better preserved in vivo, and one can appreciate the morphological difference between microvilli and bulkheads (Fig. 4 a, II, white arrowhead pointing to a cluster of microvilli).

**Figure 4.**
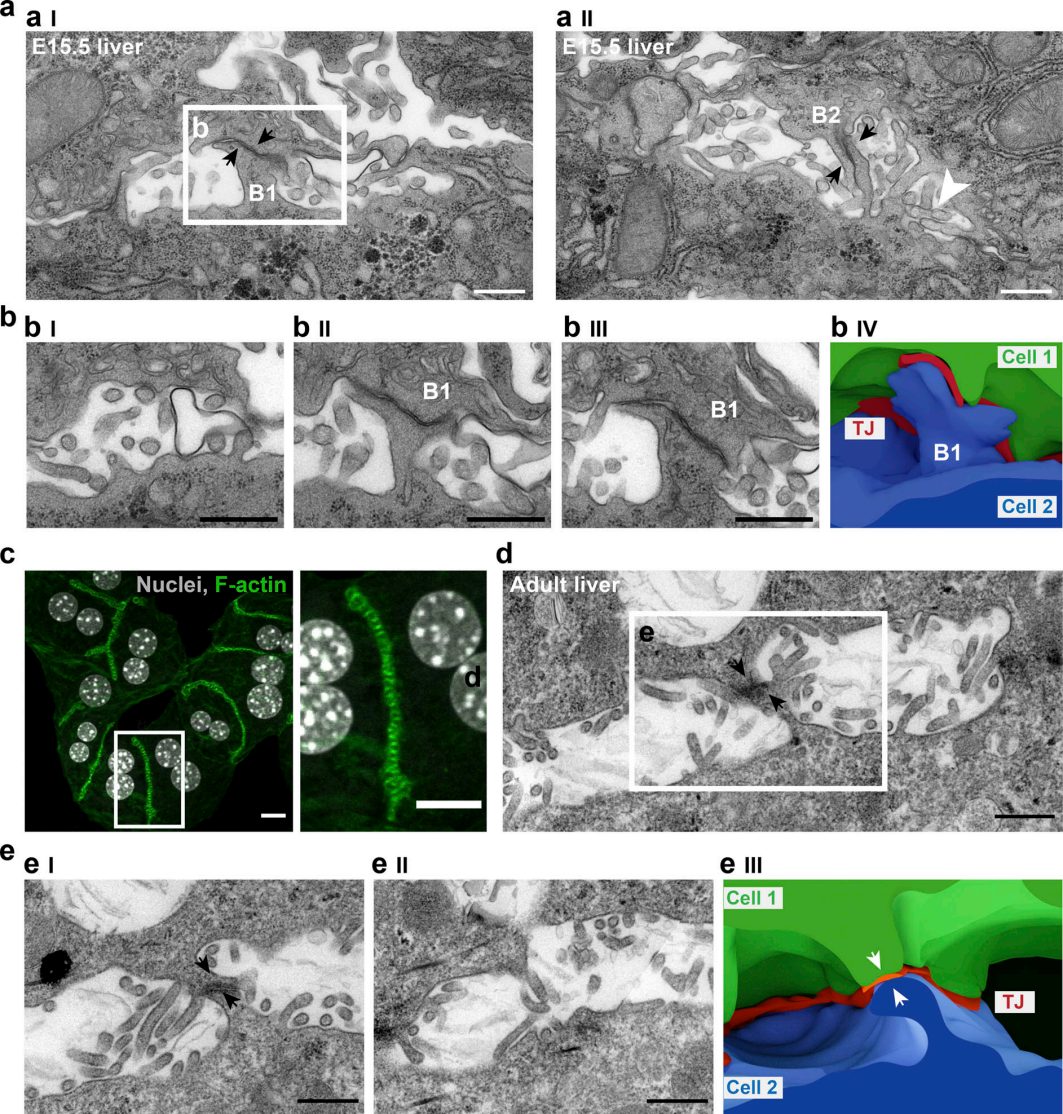
**Transversal apical membrane structures form during BC lumen morphogenesis in embryonic liver and persist in adulthood. (a)** EM images of two serial sections (I and II) of a forming BC in a E15.5 liver. The black arrows point to the TJs within the bulkhead-like membrane connections B1 and B2. Scale bar: 500 nm. **(b)** Serial sections (I–III) focusing on bulkhead B1 show that the bulkhead does not separate the lumen completely. The lumen is continuous in section I, and the bulkhead appears above in sections II and III. Scale bar: 500 nm. IV, 3D reconstruction of the bulkhead B1 from the serial sections. **(c)** Fluorescent microscopy images of cultured mature hepatocytes isolated from adult livers. F-actin staining by phalloidin shows a striped pattern similar to that in Fig. 1 b. Scale bar: 10 µm. **(d)** EM image of BC in an adult liver section. Black arrows point to the TJs in the bulkhead. Scale bar: 500 nm. **(e)** Serial sections of the bulkhead in d. The bulkhead protrudes into the lumen but does not separate it, as the lumen in II is continuous. Scale bar: 500 nm. IV, 3D reconstruction of the bulkhead in d. White arrows point to the parts of bulkhead contributed by opposing cells connected via TJs.

Similar to the differentiating hepatoblasts (Fig. 1, b, d, and e), apical bulkheads were also formed by primary mouse hepatocytes from adult liver in vitro (Fig. 4 c). Importantly, they were observed in 3D reconstructions of adult liver sections (Fig. 4, d and e), underscoring their physiological relevance.

### Conversion of hepatocyte biaxial polarity into vectorial polarity

The bulkhead-like apical processes could be a specific feature of hepatocyte polarity to enable the anisotropy of apical lumen growth. If so, their loss may convert hepatocyte biaxial polarity into vectorial epithelial polarity and induce the formation of cysts. Our in vitro system enables both types of polarity simultaneously, side by side in the same culture. The hepatoblasts that differentiate into hepatocytes form branched BC-like structures at the bottom of the well (Fig. S1 a), whereas the bile duct (Sox9^+^, EpCAM^+^) cells form 3D cysts rising into the medium (Fig. S1 a', a'', and b).

**Figure S1.**
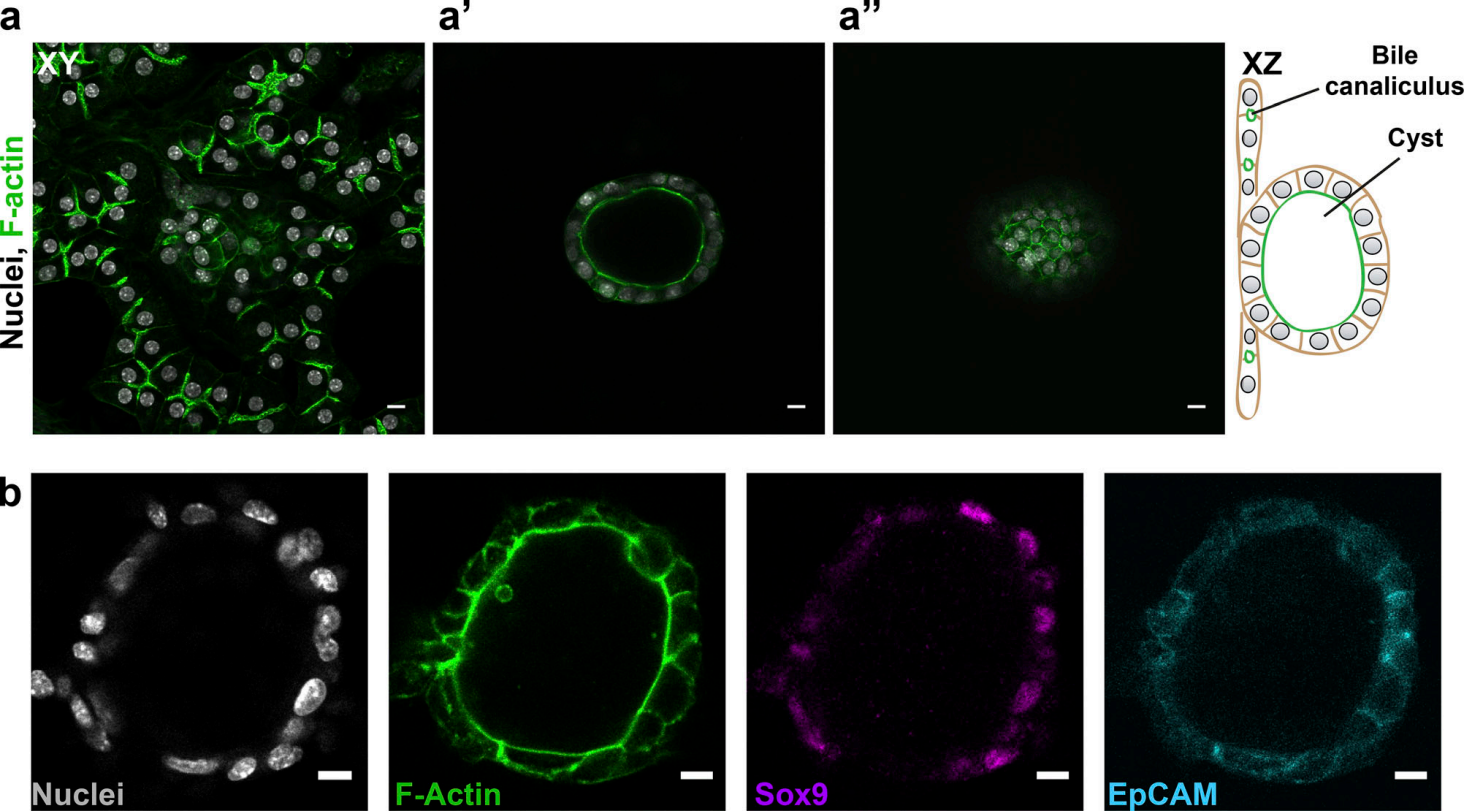
**Culture system supports the establishment of two types of epithelial polarity. (a)** A mixture of primary hepatoblasts and bile duct cells form BC and cysts under the same culture conditions. Images at different z-positions demonstrate that cysts grow in the z-direction (a’ and a’’), while hepatocytes with BC form a cell layer close to the well bottom. Cells stained for F-actin with phalloidin–Alexa 488. Scale bar: 10 µm. Schematics represent xz view. **(b)** Immunofluorescence staining for bile duct markers Sox9 and EpCAM in cyst-forming cells. Scale bar: 10 µm

Therefore, to identify genes required for hepatocyte polarity, we performed a focused siRNA screen on 25 candidate genes, encoding key regulatory components of cell polarity (Table S1): apical junction formation (e.g., Pard3, Tjp1, and Cldn2), cytoskeleton regulation (e.g., Mark2/Par1b, Stk11/Lkb1, and Cdc42), and polarized trafficking (e.g., Rab11a, Rab35, and Cdc42), including genes previously associated with the regulation of hepatocyte polarity (Wang et al., 2014; Fu et al., 2010; Cohen et al., 2004; Yuan et al., 2009). Hepatoblasts were transfected with the siRNAs and after 5 d in culture stained for F-actin, which is enriched at the apical domain (Fig. 1, b and d). Hit candidates were those yielding a penetrant lumen phenotype with a minimum of two siRNAs. Silencing of *Ocln* (Fig. S2 a) and *Tjp1* (Fig. S2 b) yielded a loss of cell polarity, with de-localized F-actin and the apical marker CD13 due to the absence of lumen. Remarkably, out of the 25 genes screened, down-regulation of Cdc42 and Rab35 did not disrupt cell polarity, as judged by the apical localization of CD13 and ZO-1, but altered lumen morphology (Fig. 5, a–c; and Fig. S2, c and d). *Cdc42* silencing caused dilated spherical lumina (Fig. S2 c); however, Rab35 knock-down yielded the most striking phenotype, causing the appearance of epithelial tubes (white arrowhead, Fig. 5 b) and large cyst-like structures (yellow arrowhead, Fig. 5 b) compared with control (Luciferase, siLuc; Fig. 5, a and b; and Fig. S2 d). In the cells forming the cysts, the apical markers CD13 and podocalyxin and basolateral markers E-cadherin and integrin β-1 also maintained their respective localization (Fig. 5 c), suggesting that knock-down of Rab35 also did not lead to inversion of polarity as reported for MDCK cells (Klinkert et al., 2016). Therefore, the depletion of Rab35 caused a change from biaxial to vectorial polarity (Morales-Navarrete et al., 2019; Scholich et al., 2020). Interestingly, the lumina of the tubes and cysts were connected with the residual BC (orange arrowhead, Fig. 5 b). Such a connection resembles morphologically the connection of BC to bile ducts, although the cells of the cysts were not bile duct cells as they were negative for the cholangiocyte marker Sox9.

**Figure 5.**
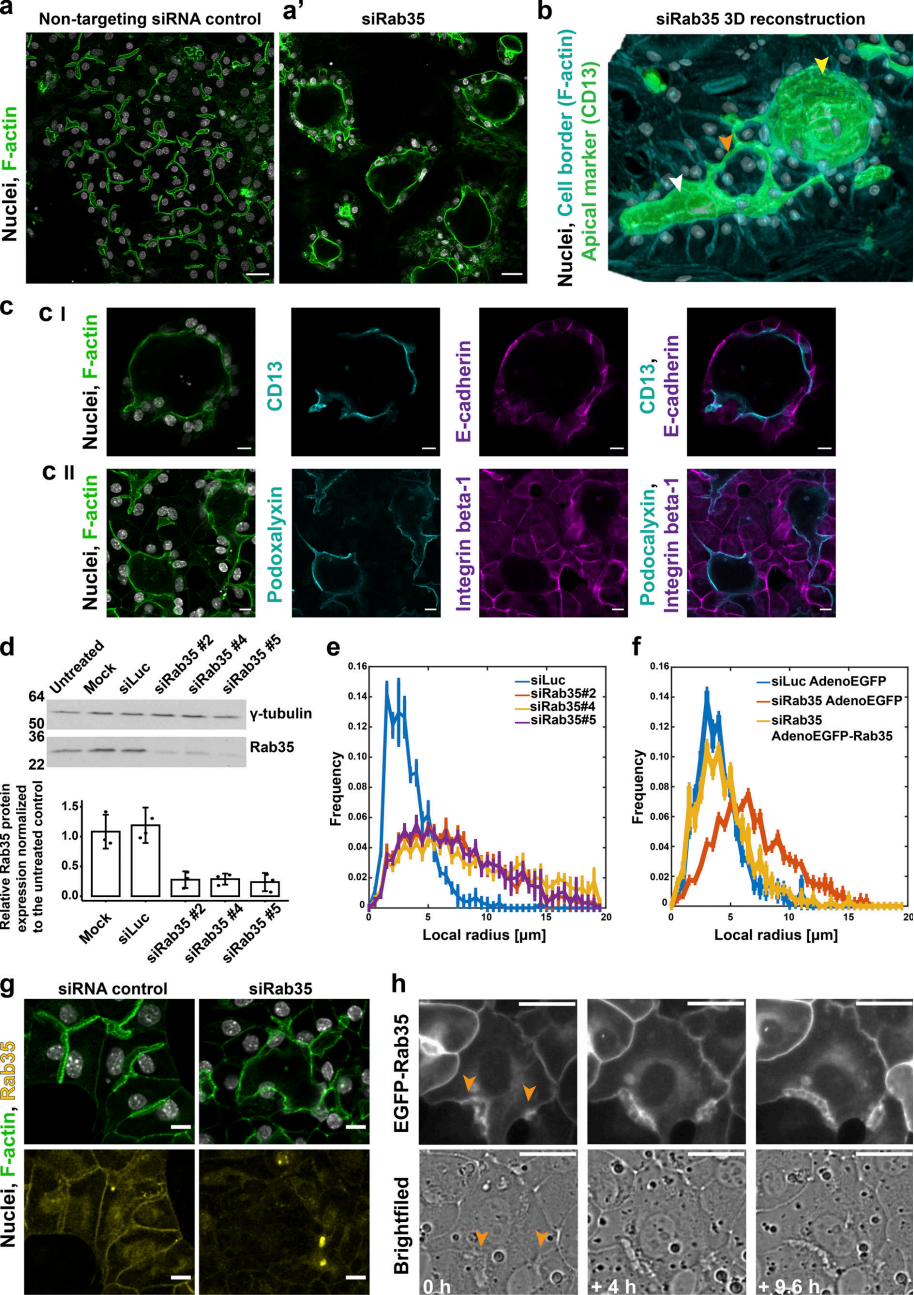
**Conversion of hepatocyte biaxial polarity into vectorial apico-basal polarity. (a)** Knock-down of Rab35 in differentiating hepatoblasts caused formation of cyst-like structures (a’), whereas cells treated with the control siRNA (siLuc) were unaffected and formed BC. Microscopy images of cells stained for F-actin with phalloidin–Alexa 488. Scale bar: 30 µm. See also Video 7. **(b)** 3D reconstruction of the cells treated with Rab35 siRNA show the variability of the phenotype from enlarged swollen lumina of epithelial tubes (white arrowhead) to spherical cyst-like structures (yellow arrowhead) growing in the z-direction (lumina stained with the apical marker CD13). Some remaining BC (orange arrowhead) connected to the cyst. **(c)** Localization of polarity markers in cyst-like structures upon Rab35 siRNA treatment. Microscopy images of cells immunostained for apically localized proteins CD13 (I) and podocalyxin (II) and basolaterally localized E-cadherin (I) and integrin β-1 (II). Scale bar: 10 µm. **(d)** Three independent Rab35 siRNA duplexes down-regulate Rab35 protein levels by 73% ± 3% (*n* = 3, error bars: SD). Representative Western blot and quantification of protein knock-down. **(e)** Histogram of the local lumen radius in control cells and cells treated with Rab35 siRNA estimated based on microscopy image analysis. Rab35 knock-down by three independent siRNAs results in the shift toward the lumina with larger radius. Percentage of lumina >6 µm: siLuc: 1.00% ± 0.46%, siRab35#2: 20.55% ± 1.66%, siRab35#4: 24.86% ± 1.46%, siRab35#5: 19.95% ± 2.81% (*n* = 3 [with four images per condition], error bars: SEM). **(f)** The enlarged lumina phenotype in the cells treated with Rab35 siRNA is rescued by expression of human Rab35-EGFP from recombinant adenovirus. The frequency curve of the lumen radius (yellow) overlaps with the one of the control cells expressing EGFP only (blue). EGFP alone does not affect the lumen enlargement caused by Rab35 knock-down (red). Percentage of lumina >6 µm: siLuc AdenoEGFP: 2.39% ± 0.44%, siRab35 AdenoEGFP: 22.35% ± 1.08%, siRab35AdenoEGFP-Rab35: 3.33% ± 1.05% (*n* = 3 [with four images per condition], error bars: SEM). **(g)** Microscopy images of differentiated hepatocytes treated with Luciferase or Rab35 siRNA stained with Rab35 antibodies (yellow). Rab35 localizes to the apical and lateral plasma membrane and cytoplasmic puncta. The levels of Rab35 are markedly reduced in the cyst-like structures formed upon Rab35 siRNA transfection. Scale bar: 10 µm. **(h)** Localization of exogenous EGFP-Rab35 in polarizing hepatoblasts. Selected images from live-cell time lapse microscopy. Two forming lumina are marked with orange arrowheads. Scale bar: 10 µm.

**Figure S2.**
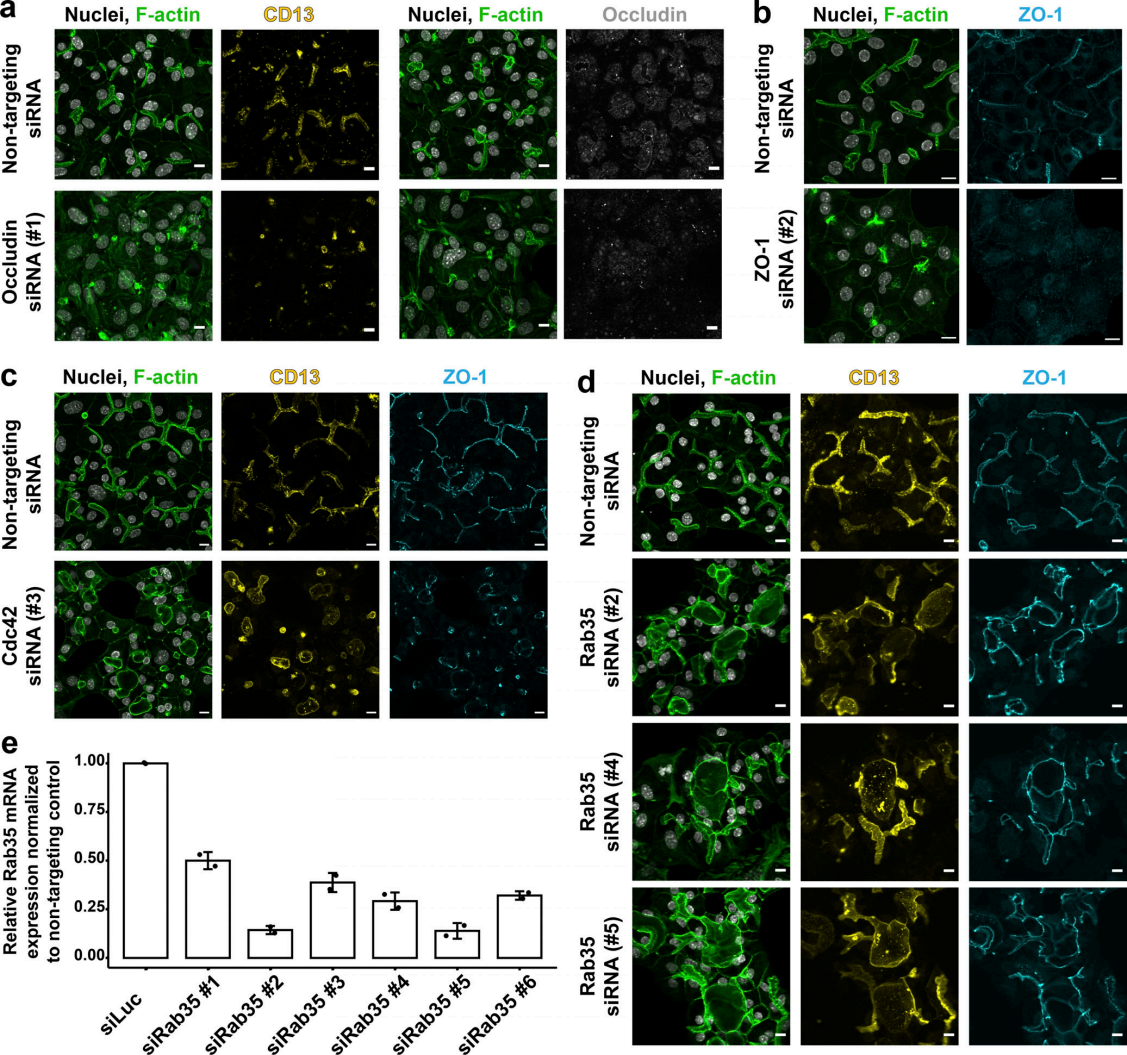
**Conversion of hepatocyte biaxial polarity into vectorial apico-basal polarity. (a)** Down-regulation of occludin impairs the lumen formation in differentiating and polarizing hepatoblasts. Immunofluorescence images of cells stained for the apical marker CD13 and occludin. Scale bar: 10 µm. **(b)** Down-regulation of the TJ protein ZO-1 impairs the lumen formation in differentiating and polarizing hepatoblasts. Immunofluorescence images of cells stained for ZO-1. Scale bar: 10 µm. **(c)** Down-regulation of Cdc42 leads to spherical lumina instead of BC in polarizing hepatoblasts. The polarity is not perturbed, as apical markers CD13 and ZO-1 still localized to the formed lumina. Scale bar: 10 µm. **(d)** Down-regulation of Rab35 leads to profound changes in lumen morphology of polarizing and differentiating hepatoblasts. The cells form multicellular structures with a shared lumen positive for apical markers CD13 and ZO-1. Immunofluorescence images of cells treated with three different siRNAs. Scale bar: 10 µm. **(e)** Estimation of knock-down efficiency of six siRNAs designed to target Rab35 mRNA 96 h post-transfection in differentiating and polarizing hepatoblasts in vitro (*n* = 2, SD).

### Rab35 is rate-limiting for the generation of hepatocyte lumina

Given the strength of the phenotype and because Rab35 had no previous connection to hepatocyte lumen morphology, we explored its function in more detail. To begin with, we validated the specificity of the Rab35 RNAi phenotype. First, out of six designed siRNAs, five yielded Rab35 mRNA down-regulation >50% after 96 h and showed various degrees of lumen alteration (Fig. S2, d and e). The three siRNAs (siRab35 #2, #4, and #5) that consistently yielded the strongest phenotype reduced Rab35 mRNA (Fig. S2 e) and protein level >70% (Fig. 5 d). Second, we rescued the Rab35 RNAi phenotype by expressing human Rab35, which is resistant to siRab35 #4. We quantified the effect of Rab35 knock-down on lumen morphology by measuring the radius of individual lumina in the control and knock-down conditions, and plotting the frequency distribution of values. There was a consistent shift toward larger lumina in the knock-down conditions by the three siRNAs targeting Rab35 mRNA (Fig. 5 e). Importantly, whereas in control conditions lumina barely had a radius >6 µm, upon Rab35 silencing, ∼20–25% of lumina had a radius >6 µm. Re-expression of human EGFP-Rab35 rescued the phenotype, shifting the distribution of lumen radius toward the control, whereas expression of EGFP had no affect (Fig. 5 f).

Rab35 was enriched in the apical surface as well as lateral plasma membrane and cytoplasmic vesicles (Fig. 5 g), in line with its endosomal localization (Kouranti et al., 2006; Klinkert et al., 2016). Upon silencing, this staining was markedly reduced (Fig. 5 g). Expression of exogenous EGFP-tagged Rab35 yielded a similar pattern of localization (Fig. 5 h). During lumen formation, EGFP-Rab35 was not only enriched apically but also present on the transversal connections, which were dynamically remodeled as the apical lumen expanded anisotropically.

### Loss of apical bulkheads and cyst formation upon Rab35 knock-down via cell self-organization

To gain insights into the change in polarity and lumen morphogenesis, we imaged LifeAct-EGFP expressing cells transfected with Rab35, or Luciferase siRNA as control, by live-cell time-lapse microscopy. Whereas normal and control differentiating hepatoblasts formed elongated lumina (e.g., Fig. 1 d), upon Rab35 depletion, they generated spherical lumina, initially between two cells (Fig. 6 a and Video 7). With time, we observed major cell rearrangements, whereby cells moved and reshaped their apical surface, leading to the fusion of lumina and the formation of 3D multicellular cysts (Fig. 6 b and Video 8), similar to Fig. 5 b. Again, such a reorganization was not a result of cell division, as for other cysts formed in vitro (Jewett and Prekeris, 2018), but rather by a self-organization process. A spherical expansion of the lumen occurred only in the cases where the cells failed to form the striped actin-rich bulkheads pattern indicative of the BC lumina (Fig. 6 a, Video 7, and Video 8). Conversely, the elongated lumina that still formed always contained the transversal actin stripes. Careful inspection of the live-cell imaging videos (e.g., Video 1 and Video 8) indicated that the disappearance of the transversal bulkheads precedes the formation of a spherical lumen.

**Figure 6.**
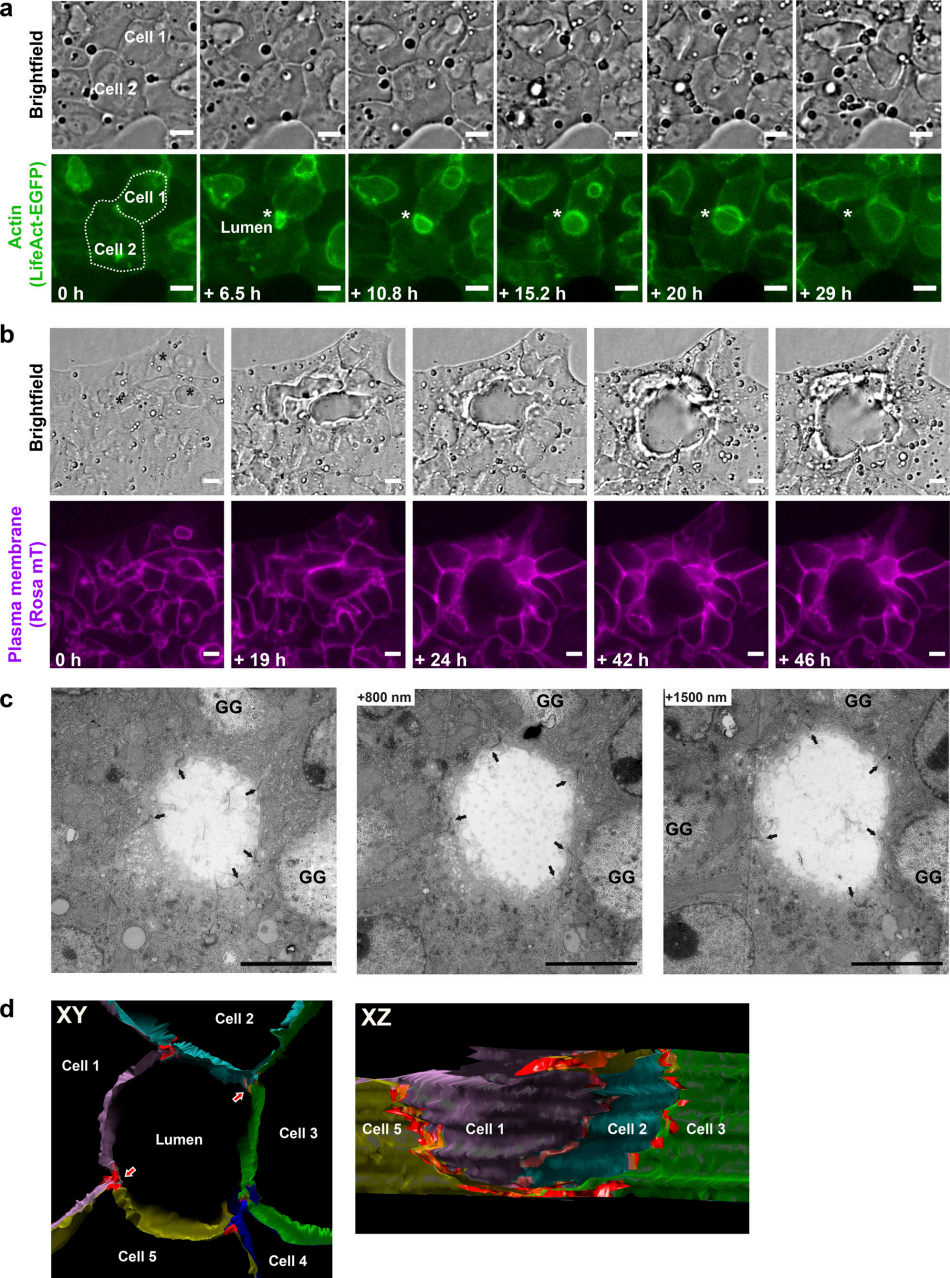
**Silencing of Rab35 causes the loss of the transversal apical membrane bulkheads and formation of spherical cysts via a cell self-organization process. (a)** In the cells treated with Rab35 siRNA, the lumina tend to grow as spheres instead of elongating as tubes. Images from the live-cell time-lapse microscopy experiment showing two neighboring differentiating hepatoblasts expressing LifeAct-EGFP under Rab35 siRNA conditions. The white star indicates the forming lumen between the two cells. Note that the typical transverse striped actin pattern observed in the tubular BC is absent. Scale bar: 10 µm. See also Video 8. **(b)** Multicellular cyst-like structures form by cell rearrangements. Images from the live-cell time-lapse microscopy experiment. The cells self-organize in such a way that the three separate lumina (black star) eventually fuse into one large spherical lumen, in the absence of cell division. Scale bar: 10 µm. See also Video 9. **(c)** EM analysis of a cyst-like lumen resulting from the Rab35 knock-down. A series of longitudinal 90-nm sections of the lumen formed between five cells. The bulkheads typical for hepatocyte BC are absent in the lumen. Arrows indicate TJs. GG, glycogen granules. Scale bar: 5 µm. **(d)** Longitudinal view (left) through the middle of a 3D model of the lumen based on rendering plasma membranes and TJs (red) on serial sections. The five cells forming the lumen are represented in different colors. Red arrows point to the TJs at which the cyst is cut open to reveal the sagittal view (right). The lumen has a circular profile, and TJs do not protrude into the lumen.

**Video 7.** **Formation of a spherical lumen upon Rab35 silencing in vitro*.*** Live-cell time-lapse microscopy showing the growth of a spherical lumen between two differentiating hepatoblasts expressing LifeAct-EGFP upon Rab35 silencing. Images acquired in 10-min intervals. The video displays a 29-h time window at 12,000× normal speed. Scale bar: 10 µm.

**Video 8.** **Formation of a multicellular cyst in vitro upon Rab35 silencing.** Live-cell time-lapse microscopy documenting the formation of a multicellular cyst upon Rab35 silencing in differentiating hepatoblasts expressing LifeAct-EGFP. Images acquired in 10-min intervals. The video displays a 51-h time window at 12,000× normal speed. Scale bar: 10 µm.

To corroborate the loss of the bulkheads in the spherical lumina induced by Rab35 knock-down, we examined their ultra-structure by EM on serial sections and 3D reconstruction of the entire lumen volume. We focused on large cyst-like lumina formed by several cells. Individual EM sections of a cyst-like lumen between five cells showed that the bulkheads that are normally present in the BC lumina were absent (Fig. 6 c). This was confirmed by the 3D model of the lumen based on rendering plasma membranes and TJs (Fig. 6 d). In addition, the TJs between the cells did not protrude into the lumen, as seen at the sagittal cross-section of the 3D model (Fig. 6 d).

### Re-engineering of liver tissue architecture by silencing of Rab35 in vivo

If the transversal bulkheads confer to hepatocytes their specific polarity and, consequently, the cell-level anisotropic growth of the apical lumen, one could exploit their loss to reengineer liver tissue, i.e., to predictably modify its structure, particularly the geometric characteristics of the BC network. The structure of liver tissue depends on two types of cell polarity, the polarity of hepatocytes that leads them to form the BC and the vectorial polarity of cholangiocytes that form the bile ducts. Loss of the transversal bulkheads in hepatocytes in vivo should change cell polarity, resulting in a reorganization of cell–cell interactions. If so, the BC should be replaced by bile duct-like epithelial tubes. The complete loss of Rab35 in a knockout mouse line is embryonically lethal (Dickinson et al., 2016), presumably due to cytokinesis defects (Kouranti et al., 2006). To circumvent this problem and deplete Rab35 as in vitro, we took advantage of lipid nanoparticles (LNPs) developed for human therapeutics, enabling the specific delivery of siRNAs to hepatocytes in the liver (Akinc et al., 2010; Zeigerer et al., 2012). To target the E13.5 embryonic liver, we used a method for in utero injection via vitelline vein (Ahn et al., 2018). We first validated the technique on mice expressing membrane-targeted GFP. We performed the in utero injection of LNP-GFP or Luciferase (as control) siRNA in E13.5 embryos and collected the livers after 4 d of development (Fig. S3 a). The GFP signal in the liver was markedly and homogeneously reduced in hepatocytes, whereas different cell types, e.g., hematopoietic cells, were unaffected (Fig. S3 b).

**Figure S3.**
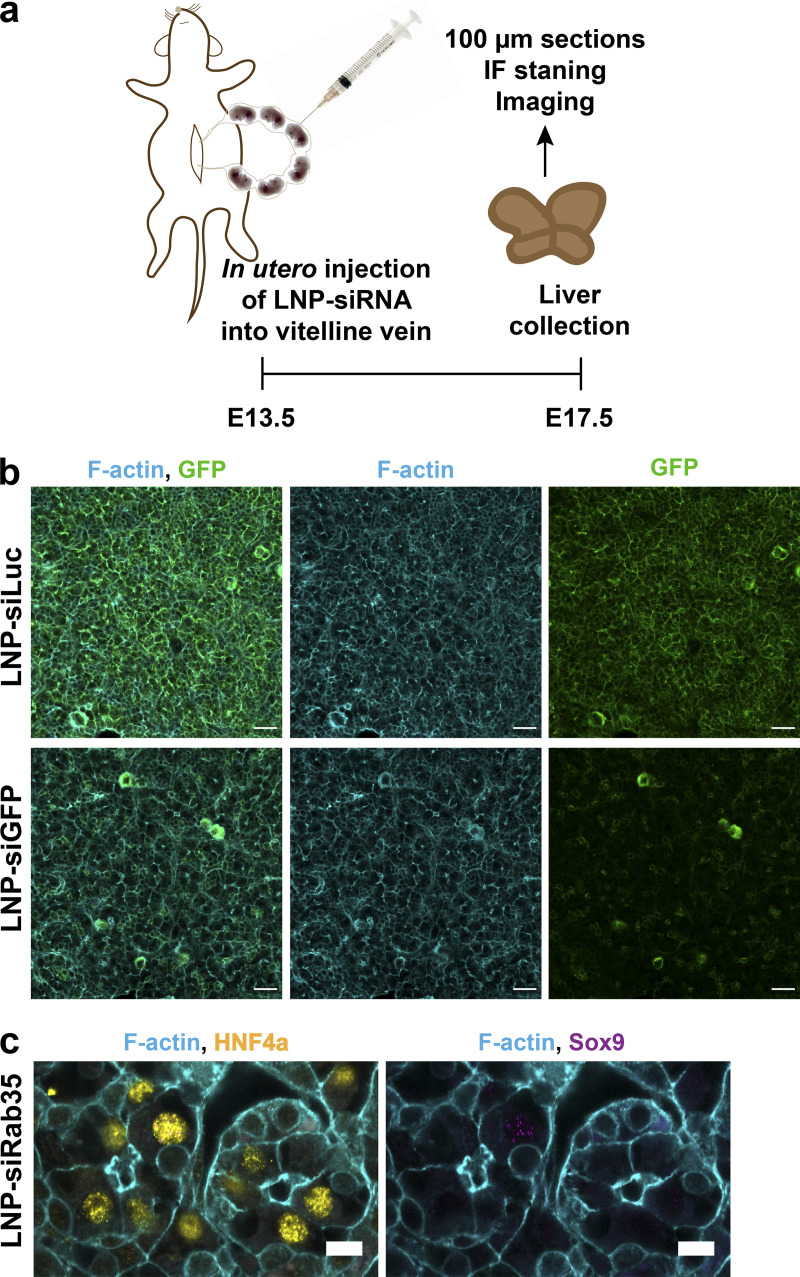
**In utero injection method validated by silencing of GFP in GFP-expressing mice. (a)** Schematic overview of in utero injection experiments. **(b)** Microscopy images showing the down-regulation of GFP signal in GFP-expressing mouse livers via in utero injection of LNP-siGFP in comparison to livers injected with control LNP-siLuc. Scale bar: 30 µm. **(c)** Immunofluorescence (IF) microscopy images of the livers injected with LNP-siRab35 and stained for HNF4a (yellow) and Sox9 (magenta). Scale bar: 30 µm.

We next formulated the Rab35 siRNA validated in vitro (Fig. 5, d–g) and Luciferase siRNA into LNPs, injected them into embryonic livers, and analyzed the effect using a pipeline of immunostaining, deep tissue imaging and 3D reconstruction (Morales-Navarrete et al., 2015; Fig. 7 a). As in control liver, E17.5 livers injected with LNP-Luciferase siRNA developed normal elongated BC tubules formed by two adjacent hepatocytes (Fig. 7 a’). Strikingly, LNP-Rab35 siRNA injection indeed induced the formation of large tubular structures in the liver parenchyma (Fig. 7 a’’). 3D reconstruction of apical surfaces (marked with CD13) in 100-µm-thick sections revealed the typical appearance of 3D BC network in normal and LNP-Luciferase siRNA-injected livers (Fig. 7 c and Video 9). In contrast, in LNP-Rab35 siRNA-injected livers, the 3D reconstruction showed profound changes in lumen morphology (Fig. 7 d and Video 9). The quantification of the reconstructed lumina showed a general increase in lumen radius (Fig. 7 e), similar to the one observed in vitro (Fig. 5 e). Remarkably, 30% more BC lumina had radii >2 µm compared with control livers (mean ± SEM, control: 26.7% ± 9.4%, siRab35: 57% ± 11.9%).

**Figure 7.**
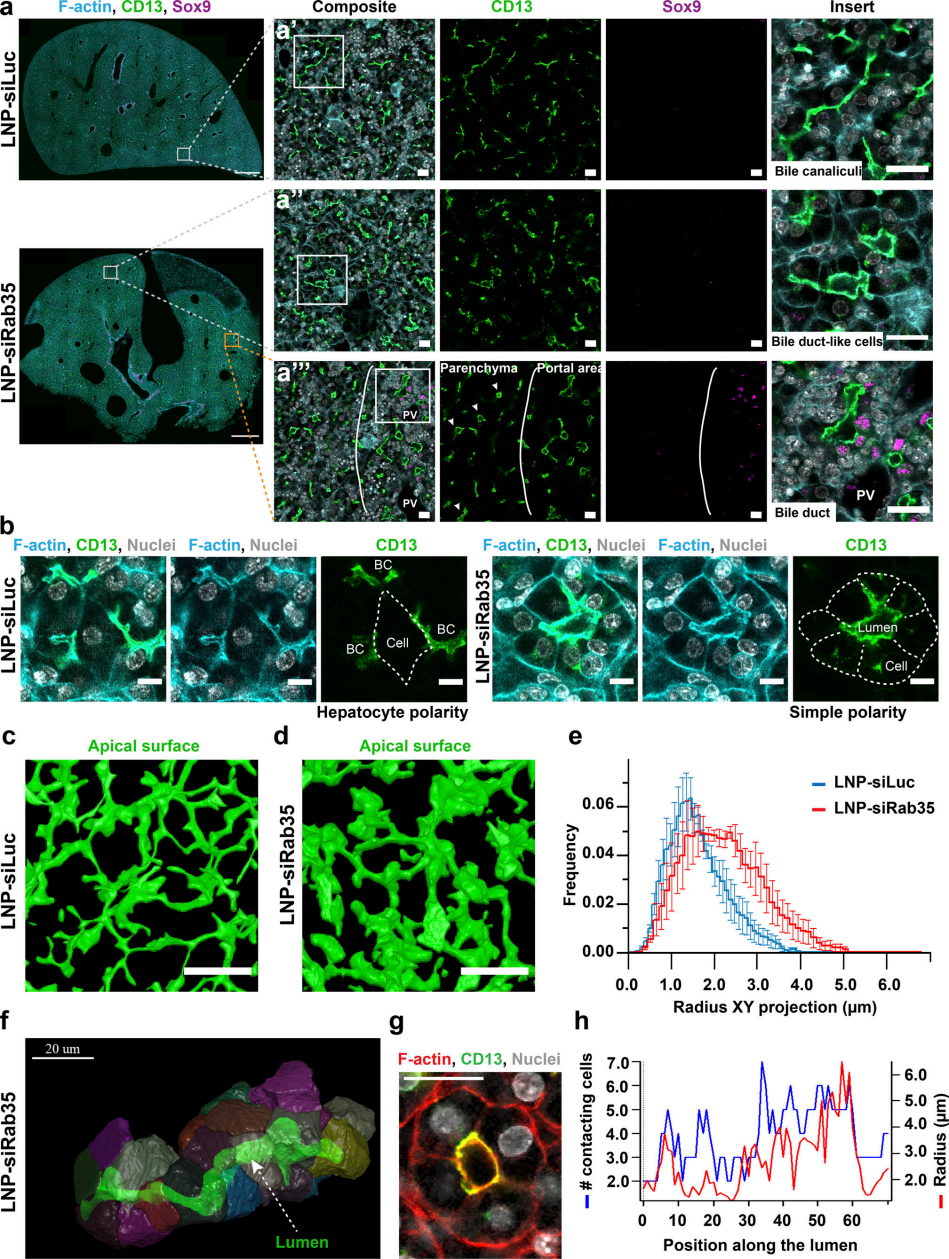
**Silencing of Rab35 in vivo results in altered cell polarity and liver tissue architecture. (a)** Immunofluorescence images of liver tissue collected 4 d after in utero injection of Luciferase (siLuc) and Rab35 (siRab35) siRNAs formulated into LNP via vitelline vein in E13.5 embryos. The square on the low-magnification images (scale bar: 500 µm) shows where the high-resolution image was taken (scale bar: 20 µm). Imaged areas are located in the liver parenchyma, devoid of bile duct cell marker Sox9. The inserts (scale bar: 20 µm) in a’ and a’’ show the difference between BC and bile duct-like lumina in LNP-siRab35 injected liver. Panel a’’’ compares tubular lumina in the parenchyma to the bile duct lumina in the portal area (Sox9-positive cells near portal veins [PV]). **(b)** Immunofluorescence images of liver tissues from panel a show examples of hepatocyte polarity in the control tissue (a single hepatocyte forms multiple lumina per cell) and simple apico-basal polarity in LNP-siRab35 injected liver (cells have a single apical domain oriented toward a shared lumen). **(c and d)** 3D reconstruction of lumina labeled with an apical marker CD13 in 100-µm-thick sections of liver tissue injected with LNP-siLuc (c) and LNP-siRab35 (d). Scale bar: 30 µm. See also Video 9. **(e)** Quantification of the lumen radius distribution based on the 3D reconstructions such as in c and d (*n* = 3, error bars: SEM). **(f)** 3D reconstruction of a tubule in LNP-siRab35–injected livers shows a cylindrical lumen (green) surrounded by multiple cells. See also Video 10. **(g)** A cross-section of the reconstructed tubule in f in the original microscopy image shows organization of the cells around the lumen. Scale bar: 20 µm. **(h)** Quantification of number of cells surrounding the lumen in relation to lumen radius and position along the tubule.

**Video 9.** **3D reconstruction of luminal network in livers injected with LNP-siLuc or LNP-siRab35.** 3D reconstruction of lumina labeled with an apical marker CD13 in 100-µm-thick sections of liver tissue injected with LNP-siLuc and LNP-siRab35. CD13 staining is shown first, then the 3D reconstruction based on the staining. The veins are shown in red. Scale bar: 30 µm.

The 3D analysis of the tubules suggests that their expanded lumina were not due to a mere dilation of the BC but rather a modification of cell polarity. Reconstruction of segments of large tubular structures revealed that, instead of the characteristic BC lumen formed by two adjacent hepatocytes, here the lumen was formed by four or five conical-shaped cells in each cross-section of the tube, similar to bile ducts (Fig. 7, f–h). Such a reorganization is apparent if one observes the 3D reconstruction of the tubule segment (Video 10), showing the individual cells facing the lumen (Fig. 7, f and g). Importantly, many cells forming the tubes had a single apical surface facing the lumen, as shown in the example (Video 10). Several cells extended the apical surface laterally, connecting it to BC, but without reaching the level of apical surface ramification (biaxial polarity) as in control liver. Such a change in cell polarity is apparent when one compares the vectorial polarity of one of the cells lining the tube with the biaxial polarity of control hepatocytes (Video 10). Consequently, the lumen of the tube is mainly cylindrical with few ramifications, in contrast to the branched BC network in control livers (Fig. 7, b and c).

**Video 10.** **3D reconstruction of a tubule formed in LNP-siRab35-injected liver.** 3D reconstruction of a tubule in LNP-siRab35-injected livers. First, CD13 staining is shown; next, the reconstructed lumen in green and reconstructed cells contributing to the lumen in random colors. The lumen is surrounded by multiple cells. Then, the video zooms on a single cell within the tube with the apical surface highlighted in green. Last, the video shows an example of a cell in control livers and its apical surface (green).

As the tubular structures generated upon Rab35 knock-down are remarkably similar to bile ducts at this developmental stage, we needed to rule out that they may be formed by bile duct cells. First, the tubular structures are present throughout the parenchyma and in proximity to the central vein, i.e., distant from the portal area where the bile ducts are located (Fig. 7 a’’). Second, the cells expressed the hepatocyte marker HNF4a but not the bile duct cell marker Sox9, suggesting that these structures are not mistaken for the bile ducts in the portal area (Fig. 7 a’’’ and Fig. S3 c).

Altogether, these results suggest that loss of Rab35 caused changes in hepatocyte polarity, from biaxial to vectorial, resulting in a reorganization of cell–cell interactions and the reengineering of BC that adopt the morphology of bile duct–like epithelial tubes.

## Discussion

The molecular and physical mechanisms underlying the anisotropy of lumen formation are an emerging area of research. In this study, by searching for a mechanism that could explain the anisotropy of hepatocyte apical lumina, we discovered the existence of specific extensions of the apical membrane sealed by TJs in the lumen between two adjacent hepatocytes. The best analogy we could find for these structures are the bulkheads of boats, ships, and planes. Bulkheads provide structural stability and rigidity, strengthening the structure of elongated vessels. From the physics of thin shells, formation of a tubular lumen with inner pressure and no outlets, such as the forming BC, requires anisotropy of surface tension and/or rigidity of the wall (Landau and Lifshitz, 1986; Berthoumieux et al., 2014). The apical bulkheads are structural elements that can provide such anisotropy and mechanical stability to the elongating cylindrical lumen under inner pressure. Interestingly, they follow a quasi-periodic pattern, whose distance is in the range of the diameter of the lumen, as in human-made constructions, where bulkheads are load-bearing structures. Here, they provide forces required for maintaining a nonspherical lumen. One can consider the cylinder with bulkheads as a “chain of spheres,” which is mechanically stable. The bulkheads in ships can also act as (semi)watertight compartments to prevent seeping of water to other parts of the ship. Similarly in the BC, they may act as valves ensuring directionality of bile flux in a nonperistaltic contractility. Additionally, the bulkheads may serve as hot-spots of contractility to facilitate bile flux, as shown in vivo (Watanabe et al., 1991; Meyer et al., 2017). Mechanistically, the position of the bulkheads could be determined by mechano-sensing mechanisms coupled to the tension and local curvature through the actin cortical mesh (Meyer et al., 2020). The elongation of the apical lumen also entails the movement and rearrangement of cell–cell contacts, which are accompanied by the formation of new bulkheads (Fig. 1 d and Fig. 2). Upon loss of the bulkheads caused by Rab35 down-regulation, the apical surfaces of hepatocytes lose their anisotropic growth, and the elongated lumina convert into spherical. Remarkably, we succeeded in reengineering liver tissue structure by down-regulation of Rab35 in vivo*.* This resulted in the modification of the cell polarity of hepatocytes, which, instead of forming BC, self-organized into tubular epithelial structures resembling bile ducts. It will be interesting to assess whether such morphological changes have consequences on hepatocyte cell fate and function.

We showed that the apical bulkheads are present in embryonic and adult liver, suggesting that they are not a cell culture artifact but have physiological relevance. In addition, the elongation assisted by apical bulkheads does not rely on cell division and therefore can explain the BC extension in quiescent differentiated hepatocytes in later stages of liver development (Yang et al., 2017). Their dynamic and adaptable nature fit the requirements of a growing, branching, and fusing BC network in vivo. To our knowledge, these structures were never described before despite several ultrastructural studies of liver from different species. They were probably not observed by EM before or mistaken for folds and ramifications due to the complexity of the BC network in the liver, or interpreted as septa in 2D EM sections of adult hepatocytes (Kawahara and French, 1990). Their visualization requires a 3D EM reconstruction.

We obtained several cues to the mechanisms underlying the apical bulkheads formation from the morphological analysis and functional screen by RNAi. First, the bulkheads are characterized by a T-shaped arrangement of TJs, which seals the two halves of the bulkheads (Fig. 1 b and Fig. 3 f). To our knowledge, this organization is unprecedented in polarized cells. Second, given that the TJs are connected to actin filaments, it is no surprise that the bulkheads contain F-actin transversally to the lumen elongation, thus introducing anisotropy in apical surface tension. Third, by a focused RNAi screen for established regulators of cell polarity, we found that the small GTPase Rab35 is required for the formation of the apical bulkheads and hepatocyte lumen shape. Based on previous work (Kouranti et al., 2006; Klinkert and Echard, 2016; Dambournet et al., 2011; Bhat et al., 2020; Zhang et al., 2009; Chevallier et al., 2009; Salvatore et al., 2018; Allaire et al., 2013; Marat et al., 2012; Jewett et al., 2017; Egami et al., 2011; Klinkert et al., 2016), Rab35 may contribute to the formation of these structures directly or indirectly, and we envision the following nonexclusive possibilities. Rab35 is a regulator of endosomal recycling (Kouranti et al., 2006; Klinkert et al., 2016; Mrozowska and Fukuda, 2016) and may control the intracellular distribution and function of apical recycling endosomes to deliver transmembrane proteins, e.g., junction components, at the site of bulkheads initiation and/or growth. The T arrangement of the TJs could originate from the junctions longitudinal along the tubule (horizontal bar in the T), and Rab35 may support the zip-up along the ridgeline (vertical bar of the T), either from the bottom or from the top of the tube. However, in addition to protein transport, generation of the apical bulkheads may require the formation of a mechanical support, either by delivering molecules to specific areas of the apical surface or by the apical vesicles anchored to the cytoskeleton (actin and microtubules) to project force into the apical bulkheads. The presence of clusters of vesicles at the base of the bulkheads as visualized by EM supports this view. Preliminary results suggest that Rab35 indeed localizes to sub-apical vesicles (Bebelman and Zerial, unpublished data). In addition, Rab35 is also known to coordinate membrane trafficking with the organization of the actin cytoskeleton (Klinkert and Echard, 2016; Chua et al., 2010). It may regulate actin remodelling to form the F-actin of the bulkheads, similar to its function in promoting the formation of F-actin–rich tunneling nanotubes in neuronal cells (Bhat et al., 2020). In the context of the apical bulkheads, it would orient the filaments between the TJs and the vesicles at the base, providing the aforementioned mechanical function. Rab35 could regulate the local phosphoinositide content via, e.g., inositol polyphosphate 5-phosphatase OCRL, nucleation and/or dynamics of the F-actin at the bulkheads, e.g., via MICAL1 or unknown hepatocyte-specific effectors (Chaineau et al., 2013; Dambournet et al., 2011; Frémont et al., 2017). Alternatively, Rab35 could play an indirect role by modulating signaling pathways, e.g., integrin-based cell adhesion (Allaire et al., 2013) and/or gene expression. Also, the function of genes implicated in hepatocyte polarity, e.g., *Par1b*, *Pard3*, *Cldn2*, *Cldn3*, and *Lkb1* (cAMP-Epac-MEK-AMPK pathway regulating BC network formation) should be revisited specifically in the context of the bulkheads and anisotropy of lumen elongation (Wang et al., 2014; Fu et al., 2010; Son et al., 2009; Grosse et al., 2013; Slim et al., 2013; Homolya et al., 2014; Fu et al., 2011; Woods et al., 2011).

Our data thus suggest that transversal mechanical coupling between hepatocyte apical surfaces underlies the formation of BC and provide new insights into the longstanding problem of lumen morphogenesis in embryonic liver.

## Materials and methods

### Animals and animal handling

Animal experiments were conducted in accordance with German animal welfare legislation in pathogen-free conditions in the animal facility of the Max Planck Institute of Molecular Cell Biology and Genetics (MPI-CBG), Dresden, Germany. Mice were maintained in a conventional barrier animal facility with a climate-controlled environment on a 12-h light/12-h dark cycle, fed ad libitum with regular rodent chow. Protocols were approved by the Institutional Animal Welfare Officer (Tierschutzbeauftragter), and necessary licenses were obtained from the regional Ethical Commission for Animal Experimentation of Dresden, Germany (Tierversuchskommission, Landesdirektion Dresden). For primary hepatoblast isolations, embryonic livers were collected from timed-pregnant (E13.5–E14.5) wild-type mice C57BL/6JOlaHsd (Harlan Laboratories/Envigo) or C57BL6/JRj (Janvier Labs), or transgenic lines LifeAct-EGFP (Riedl et al., 2010), ROSAmT/mG (Muzumdar et al., 2007), or the in-cross of the two transgenic lines. For in utero LNP injection experiments, the GFP-expressing embryos were generated by crossing of ROSAmT/mG females with PGKCre(J) males (Lallemand et al., 1998). The transgenic or wild-type embryos were injected in utero via the vitelline vein at E13.5 and livers collected at E16.5–E17.5.

### Dlk1^+^ hepatoblast isolation

Hepatoblasts were isolated as a Dlk1^+^ fraction using magnetic cell separation, according to a modified published protocol (Tanimizu et al., 2003). Timed-pregnant mice (E13.5–14.5) were sacrificed by cervical dislocation. 16–24 embryonic livers were collected, fragmented, and incubated in liver perfusion media (Thermo Fisher Scientific; cat. no. 17701–038) for 20 min in a 37°C water bath. The liver pieces were digested in Liver Digest Medium (Thermo Fisher Scientific; cat. no. 17703–034,) supplemented with 10 µg/ml DNase I (Sigma-Aldrich; cat. no. DN25) for a further 20 min. Erythrocytes were lysed in red blood cell lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM Na_4_ EDTA, pH 7.4). Digested cells were incubated with blocking antibody Rat Anti-Mouse CD16/CD32 (BD Biosciences; cat. no. 553142; 1:100) for 10 min, then with Anti-Dlk mAb-FITC (MBL; cat. no. D187-4; 1:40) for a further 15 min. After washing with a buffer (0.5% BSA, and 2 mM EDTA in PBS), cells were incubated with Anti-FITC MicroBeads (Miltenyi Biotec; cat. no. 130–048-701; 1:10) for 15 min and separated on a magnetic column (Miltenyi Biotec; cat. no. 130–024-201) according to the manufacturer’s protocol.

### Hepatoblasts culture and differentiation

Culture wells were precoated either with 10 µg/ml fibronectin (Sigma-Aldrich; cat. no. F1141) in PBS or with 10 vol/vol % Matrigel (BD Biosciences; cat. no. 356231) in ice-cold PBS for at least 30 min at 37°C. Two culture protocols were used in the study. In protocol 1, which was used for the RNA sequencing (RNA-seq) experiment, isolated cells were diluted in differentiation media (MCDB131, no glutamine [GIBCO BRL; cat. no. 10372019], 5% FBS, 2 mM L-glutamine [Thermo Fisher Scientific; cat. no. M11-004], 1× ITS-X [GIBCO BRL; cat. no. 51500–056], and 0.1 µM dexamethasone [Sigma-Aldrich; cat. no D1756-25MG]) containing 4% Matrigel and seeded on fibronectin-coated plates.

In protocol 2, Dlk1^+^-enriched cells were seeded on Matrigel-coated plates in expansion media (DMEM/F-12, GlutaMAX supplement [Thermo Fisher Scientific; cat. no. 31331028], 10% FBS, 1× ITS-X [GIBCO BRL; cat. no. 51500–056], 0.1 µM dexamethasone [Sigma-Aldrich; cat. no D1756-25MG], 10 mM nicotinamide [Sigma-Aldrich; cat. no. N0636-100G], 10 ng/ml human HGF [in-house production], and 10 ng/ml mouse EGF [in-house production]). 24 h later, the cells were overlaid with differentiation media containing Matrigel to the final 5%. In 96-well plates, cells were seeded at the density 13,000 cells/well in 24-well plates at the density 60,000 cells/well. Cells were cultured for 5 d at 37°C, 5% CO_2_, with one additional differentiation media change. Dlk1^+^ cells from E14.5 livers contained ∼10% cells positive for bile duct cell marker Sox9 and were used in the experiments to optimize the growth of bile duct cysts. For other experiments, Dlk1^+^ cells from E13.5 livers were used, as all the cells gave rise to hepatocytes with BC in the protocol 2 culture conditions.

### Primary hepatocytes

Primary hepatocytes were isolated from male 8–12-wk-old mice according to the well-established collagenase perfusion protocol (Klingmüller et al., 2006). They were lysed immediately for RNA isolation or cultured in a collagen sandwich in 24-well plates (200,000 cells/well) in William’s E medium (Pan Biotech; cat. no. P04-29150) supplemented with 10% FBS, 100 nM dexamethasone (Sigma-Aldrich; cat. no D1756-25MG), and penicillin/streptomycin until they polarized (Zeigerer et al., 2017). The polarized hepatocytes were fixed with 4% PFA for 30 min.

### Live-cell time-lapse microscopy

For the live-cell video microscopy, LifeAct-EGFP (Riedl et al., 2010) and ROSAmT/mG (Muzumdar et al., 2007) mouse strains were crossed, and EGFP^+^ embryos were collected for the Dlk1^+^ cells’ isolation. The Dlk1^+^ cells were plated (transfected with siRNA) and imaged from day 3 of the culture in the differentiation media on an epifluorescent microscope Zeiss Axiovert 200 M with an incubator (37°C, 5% CO_2_) using an 20× objective (NA 0.5) in 10-min intervals for ∼52 h. To image the localization of EGFP-Rab35, the Dlk1^+^ cells were isolated from ROSAmT/mG embryos and transduced with a recombinant adenovirus (AdenoEGFP-Rab35) at day 2 of the culture. The cells were imaged on day 3 in 5-min intervals for up to 24 h.

### Immunofluorescence staining and confocal imaging

Cultured cells were fixed with 3% PFA for 15 min at RT, washed 3× with PBS, permeabilized with 0.1% Triton X-100 in PBS for 5 min at RT, and blocked with 0.5% FBS in PBS for min 30 min at RT. Primary antibodies were diluted in the blocking solution, rat monoclonal anti-CD13 (Novus; cat. no. NB100-64843; RRID:AB_959651; 1:500), rabbit polyclonal anti-ZO-1 (Thermo Fisher Scientific; cat. no. 40–2200; RRID:AB_2533456; 1:200), goat polyclonal anti-mouse podocalyxin (R&D Systems; cat. no. AF1556-SP; RRID:AB_354858; 1:400), rat monoclonal anti-integrin β1 (Millipore; cat. no. MAB1997; RRID:AB_2128202; 1:200), rabbit monoclonal anti–E-cadherin (Cell Signaling Technology; cat. no. 3195; RRID:AB_2291471; 1:200), rat monoclonal anti-mouse CD326 EpCAM-FITC, clone G8.8 (eBioscience; cat. no. 11–5791-82; 1:100) and goat polyclonal anti-Sox9 (R&D Systems; cat. no. AF3075; RRID:AB_2194160; 1:200) and were incubated 1 h at RT or overnight at 4°C. Secondary antibodies (and/or phalloidin-Alexa dyes [Thermo Fisher Scientific; 1:250] and DAPI [1 mg/ml; 1:1,000]) were incubated for 1 h at RT. For staining with rabbit polyclonal anti-Rab35 (Antibody Facility MPI-CBG Dresden; H26952; 1:1,000), the cells were permeabilized with 0.05% saponin and blocked with 3% BSA in PBS instead. Finally, cells were washed with PBS and imaged in the culture plates on inverted laser scanning confocal microscopes Olympus Fluoview 1000 (objectives 40×/0.9/air, 60×/1.2/water) or Zeiss LSM 700 (objectives 40×/1.2/water, 20×/0.8/air).

### SMLM

SMLM experiments were performed on a Nikon Eclipse Ti microscope, using a 100×/1.49 NA oil immersion objective together with a 1.5× postmagnification lens (Franke et al., 2019). All measurements were performed with an active perfect focus control. Prior to acquisition, samples were irradiated in epifluorescence illumination mode to turn emitters, which were out of focus in the acquisition HILO illumination scheme, into the dark state. The length of the acquisition was set to capture the majority of emitters, i.e., imaging was concluded when only a very minor number of active emitters was detectable. When a critically low spot density was first reached, an acquisition scheme of 1 frame with low 405-nm excitation (activation) followed by 5 consecutive frames with 641-nm excitation was used. Typical acquisition lengths were 60,000–200,000 frames with 20-ms integration time and 641-nm excitation. Raw image stacks were analyzed with rapidSTORM 3.2 (Wolter et al., 2012). The full-width-at-half-maximum (FWHM) was set as a free fit parameter, but in the limits of 275–650 nm, which corresponds to an axial range of ∼1 µm (Franke et al., 2017), the fit window radius was set to 1,200 nm and the intensity threshold to 1,000 photons, while all other fit parameters were kept from the default settings in rapidSTORM 3.2. Linear lateral drift correction was applied by spatio-temporally aligning distinct structures to themselves. This was facilitated by color-coding of the temporal coordinate with the built-in tool.

### Transmission EM

In vitro cultures of hepatoblasts grown in 24-well plates were fixed by adding warm 2% glutaraldehyde in 200 mM Hepes, pH 7.4, to the culture medium at a 1:1 ratio and incubated for 5 min at 37°C. Then the fixative and medium mixture was replaced by adding fresh 1% glutaraldehyde in 200 mM Hepes, pH 7.4, and samples incubated at 37°C for another 2 h, then at RT overnight. For resin embedding, samples were post-fixed with 1% osmium tetroxide and 1.5% potassium ferricyanide for 1 h on ice, then contrasted en bloc with 2% aqueous uranyl acetate for 2 h at RT, dehydrated with a graded ethanol series, 70–80–90–96%, each for 10 min, and 4× 100%, each for 15 min, progressively infiltrated with LX-112 epoxy resin (Ladd Research Industries) and eventually polymerized at 60°C for 2 d. The plastic of the plate was broken off to release resin disks with a cell monolayer on one side. Disks were cut into small pieces that were remounted for longitudinal sectioning.

To collect the mouse embryonic liver, a pregnant mouse was sacrificed, and livers were dissected from embryos and cut into a few pieces, which were immersion-fixed with 4% paraformaldehyde in 200 mM Hepes, pH 7.4, and 1 mM CaCl_2_ overnight. To fix the adult liver, mice were transcardially perfused with 4% PFA in PBS for 15 min and post-fixed overnight. Before resin embedding, liver tissue was cut in small pieces and additionally fixed with 1% glutaraldehyde in 200 mM Hepes, pH 7.4. Tissue was processed as described above except that EPON resin was used for embedding. Tissue was sectioned at random orientation.

Serial, 90-nm-thin sections were cut using a Leica Ultracut UCT ultramicrotome and deposited on formvar-coated, slot, copper grids. Sections were contrasted with 0.4% lead citrate for 1 min and imaged in a Tecnai T12 transmission electron microscope (Thermo Fisher Scientific), operated at 100 kV and equipped with an axial 2k CCD camera (TVIPS).

Z-stack of images of serial sections were aligned using a TrackEM2 plugin in Fiji (Cardona et al., 2012). The liver apical membrane, bile canaliculus lumen, and junctional complex were segmented on aligned image stacks using IMOD (Kremer et al., 1996) in order to reconstruct a 3D model in IMOD or Blender (Blender Online Community, 2018).

### siRNA design, synthesis, and transfection

Design of siRNA was performed using in-house software, first by testing all available sequences on the specificity for the target in mouse transcriptome (RefSeq in Pubmed), followed by elimination of sequences with significant complementarity to mouse miRNA, GC content <25% and >75%, and immune responsive ones (like UGU, UGUGU, etc.). In addition, sequences were filtered using Reynolds rules (Reynolds et al., 2004). Six siRNAs with highest functionality score were selected (Table S2) and synthesized by the solid-phase phosphoramidite method, purified by ion-exchange HPLC, and verified by liquid chromatography–mass spectrometry (Farzan et al., 2017). Pyrimidines in the sense strand and before A in antisense strand (UA, CA dinucleotides) were 2’-O-methylated (shown by lowercase letters in the sequence), and both strands were 3′-modified with phosphorothioate dithymidylate to enhance nuclease stability. Working stocks were prepared by diluting siRNAs to 10 µM in 10 mM Tris-HCl, pH 7.5. siRNAs were transfected using transfection reagent Lipofectamine RNAiMAX (Thermo Fisher Scientific; cat. no. 13778075) according to the reverse transfection protocol provided by the manufacturer. The final concentration per well was 10 nM siRNA and 0.1 vol/vol % Lipofectamine RNAiMAX. Control luciferase and GFP siRNA were previously published: control siRNA luciferase (Zeigerer et al., 2012; sense 5′-cuuAcGcuGAGuAcuucGAdTsdT-3′, antisense 5′-UCGAAGuACUcAGCGuAAGdTsdT-3′), and GFP siRNA (Gilleron et al., 2013; sense 5′-ACA​UGA​AGC​AGC​ACG​ACU​UTT-3′, antisense 5′-AAG​UCG​UGC​UGC​UUC​AUG​UTT-3′).

### Protein extraction and Western blotting

Cultured cells were lysed for 20 min in ice-cold SDS lysis buffer (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% SDS, 1% NP-40 [IGEPAL CA-630], and freshly added 1/1,000 CLAAAP [chymostatin, leupeptin, antipain, aprotinin, APMSF [(p-Amidinophenyl)methanesulfonyl fluoride], and pepstatin), and 1/100 Phosphatase Inhibitor Cocktail 2 and 3 (Sigma-Aldrich). Per condition, 5 wells of a 96-well plate were pooled together into a total of 125 µl of the SDS lysis buffer. The lysates were sonicated for 3 min and spun at 13,000 × *g* for 10 min, 4°C. Protein concentration was measured with DC Protein Assay (Bio-Rad; cat. no. 500–0116). The samples were separated on 15% SDS-PAGE and transferred onto nitrocellulose membrane. Membranes were blocked and incubated with primary antibodies rabbit polyclonal anti-Rab35 (Antibody Facility MPI-CBG Dresden; F18256; 1:1,000) and mouse monoclonal anti–γ-tubulin (clone GTU-88; Sigma-Aldrich; cat. no. T6557; RRID:AB_477584; 1:2,000) and secondary HPR-conjugated antibodies (1:10,000) in 5% dry milk, 10 mM Tris-HCl, pH 8.0, 200 mM NaCl, and 0.1% Tween20. The bound antibody was detected with the ECL Western Blotting detection kit (GE Healthcare; cat. no. RPN2209) on Hyperfilm ECL (Amersham GE Healthcare). The quantification of Western blots was done with Image J (Miller, 2010). Statistics were calculated and plots were generated in R (R Core Team, 2019).

### RNA isolation and RT–quantitative PCR (qPCR)

Total RNA was isolated using the RNeasy Mini Kit (Qiagen; cat. no. 74104 50) including the DNase I (Qiagen; cat. no. 79254) treatment step. Cells were lysed with provided RNeasy lysis buffer supplemented with DTT. cDNA was synthesized using the ProtoScriptII First Strand cDNA Synthesis Kit (NEB; cat. no. E6560S), following the manufacturer’s protocol with the Random Primer Mix and the RNA denaturation step. qPCR was performed on Roche LightCycler 96 in 10-µl reactions using FastStart Essential DNA Green Master (Roche; cat. no. 06402712001). A housekeeping gene Rplp0 was used as an endogenous reference gene. The qPCR primers for Rplp0 were forward, 5′-AGA​TTC​GGG​ATA​TGC​TGT​TGG​C-3′; and reverse, 5′-TCG​GGT​CCT​AGA​CCA​GTG​TTC-3′. The qPCR primers for Rab35 were forward, 5′-TGT​CAA​CGT​CAA​GCG​ATG​G-3′; and reverse, 5′-GGT​CAT​CAT​TCT​TAT​TGC​CCA​CT-3′. Normalized relative gene expression value and percent knock-down was calculated using the ΔΔCq method (Haimes and Kelley, 2010). Statistics were calculated and plots were generated in R (R Core Team, 2019).

### Bulk RNA-seq

The following samples were collected in four biological replicates: E14.5 Dlk1^+^ hepatoblasts isolated and immediately processed for RNA isolation, in vitro differentiated hepatocytes from E14.5 Dlk1^+^ hepatoblasts differentiated according to the culture protocol 1, and mature hepatocytes isolated from adult male mice following published protocols (Klingmüller et al., 2006) and immediately processed for RNA isolation. 

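The libraries of each group correlated more closely with each other than with any library of another group. The correlations are across genes, and genes are not independent replicates. On log2 CPM of the genes tested (prior count 2), Pearson's r lay between 0.969 and 0.993 within hepatoblasts, between 0.981 and 0.991 within Diff. hepatocytes and between 0.982 and 0.987 within mature hepatocytes. Between groups it lay between 0.857 and 0.893 for hepatoblasts and Diff. hepatocytes, between 0.818 and 0.853 for Diff. hepatocytes and mature hepatocytes, and between 0.766 and 0.809 for hepatoblasts and mature hepatocytes. The first principal component held 64.2% of the variance and placed Diff. hepatocytes between the other 2 groups. The second held 25.5% and set Diff. hepatocytes apart from both. Hepatoblasts replicate 1 held more RNA of genes of the erythroid list than the other 3 hepatoblast libraries, with a median log2 ratio of 2.66 over 10 genes.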

The integrity of RNA was measured by an Agilent 2100 Bioanalyzer. Preferentially, only samples with the RNA integrity number >9.0 were used. 1 µg mRNA was isolated from the total RNA by poly-dT enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module according to the manufacturer’s instructions. Final elution was done in 15 μl 2× first-strand cDNA synthesis buffer (NEB; NEBNext). After chemical fragmentation by incubating for 15 min at 94°C, the sample was directly subjected to the workflow for strand-specific RNA-seq library preparation (NEBNext Ultra RNA Library Prep Kit for Illumina). For ligation, custom adaptors were used (Adaptor-Oligo 1: 5′-ACA​CTC​TTT​CCC​TAC​ACG​ACG​CTC​TTC​CGA​TCT-3′, Adaptor-Oligo 2: 5′-P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-3′). After ligation, adapters were depleted by an XP bead purification (Beckman Coulter) adding bead in a ratio of 1:1. Indexing was done during the following PCR enrichment (15 cycles, 65°C) using custom amplification primers carrying the index sequence indicated with “NNNNNN” (Primer1: Oligo_Seq 5′-AAT​GAT​ACG​GCG​ACC​ACC​GAG​ATC​TAC​ACT​CTT​TCC​CTA​CAC​GAC​GCT​C​TTCCG​ATC​T-3′; primer2: 5′-GTG​ACT​GGA​GTT​CAG​ACG​TGT​GCT​CTT​CCG​ATC​T-3′; primer3: 5′-CAA​GCA​GAA​GAC​GGC​ATA​CGAG​AT NNNNNN GTGACTGGAGTT-3′). After two more XP bead purifications (1:1), libraries were quantified using the Qubit dsDNA HS Assay Kit (Invitrogen). For Illumina flowcell production, samples were equimolarly pooled and distributed on all lanes used for 75-bp single-read sequencing on an Illumina HiSeq 2500, resulting in, on average 30 Mio-sequenced fragments per sample.

### Recombinant adenovirus production and rescue experiments

Recombinant adenovirus to express EGFP-fused Rab35 (human RAB35 cDNA, transcript variant 1 [NM_006861.7]) was produced using the AdEasy Vector System (Qbiogene) developed by He et al. (1998). A linker GGGGSGGGGS was introduced between EGFP and RAB35. The RAB35 fragment with the linker extension was amplified from the Addgene plasmid #47424, a gift from Peter McPherson, (McGill University, Montreal, Canada; Allaire et al., 2010), and subcloned into pEGFP-C3 vector (Clontech) using ScaI and BamHI restriction sites (Rab35-ScaI-2GGGGS-F: 5′-GAG​AAG​TAC​TAC​ggc​ggc​ggc​ggc​agc​ggc​ggc​ggc​ggc​agc​ATG​GCC​CGG​GAC​TAC​GAC​CA-3′, Rab35-BamHI-R: 5′-GAG​AGG​ATC​CTC​ATT​AGC​AGC​AGC​GTT​TCT​TTC​G-3′).

The EGFP-linker-RAB35 fragment was cloned into a transfer vector pShutle-CMV (AdEasy Vector System, Qbiogene) using SalI and HindIII restriction sites (EGFP-SalI-F: 5′-ATC​TGG​TAC​CGT​CGA​CAT​GGT​GAG​CAA​GGG​CGA​GGA​G-3′, Rab35-HindIII-R: 5′-TCT​TAT​CTA​GAA​GCT​TTT​AGC​AGC​AGC​GTT​TCT​TTC​GTT​TAC-3′).

The recombinant transfer vector was linearized by PmeI and transformed into electro-competent *Escherichia coli* strain BJ5183-AD-1 (Stratagene; cat. no. 200157–11) for in vivo recombination with pAdEasy vector. A positive clone was amplified in *E. coli* DH5α and linearized with PacI prior the transfection into the packaging cell line QBI-293A (Qbiogene HEK-293A cell derivative cultured in DMEM High Glucose [Gibco; cat. no. 41966–029] with 5% FBS [heat inactivated]). Virus was amplified and purified via OptiPrep-gradient (iodixanol 60 wt/vol% solution; Axis Shield; cat. no. 1114542). The control EGFP-only virus was produced similarly.

E13.5 Dlk1^+^ hepatoblasts were seeded and transfected as described above with Luc siRNA or Rab35 siRNA #4. 72 h later, the cells were infected with the recombinant adenovirus (EGFP or EGFP-Rab35) at dilutions 1:1,000 and 1:100, respectively. The cells were cultured for two more days, fixed, and stained with phalloidin–Alexa 647 and DAPI. From the acquired images, the rescue of the lumen phenotype was quantified.

### In utero siRNA-LNP injection

For use in vivo, siRNA oligos were formulated into LNPs with C12-200 lipoid as previously described (Love et al., 2010). siRNA-LNPs were delivered in utero into E13.5 embryonic livers via vitelline vein as described elsewhere (Ahn et al., 2018). We optimized the concentration of siRNA-LNPs to 5 mg/kg body weight and the length of the treatment to 4 d using siRNAs-LNPs targeting GFP mRNA (Gilleron et al., 2013) in ROSAmG embryos (generated from the cross of ROSA mG/mT × PGKCre[J] lines). The weight of the embryos was estimated based on the published results (Kulandavelu et al., 2006). Briefly, the pregnant mice were anesthetized in a narcosis box with isoflurane at 5% then placed on a heated stage attached to a narcosis mask flowing isoflurane at 2–3%. Analgesia was ensured by injecting 4 mg/kg of metamizol right before surgery and maintained by adding 1.33 mg/ml of the same drug in the drinking water until sacrifice. The abdomen of the mouse was shaved and then sterilized with ethanol; the eyes were protected from desiccation using hydration cream. The uterus was exposed via vertical laparotomy. The embryos were then injected with 5 µl of LNPs at 5 mg/kg. The success of the injection was assessed by blood clearance from the targeted vessel. Embryos of the same mother were randomly assigned to be noninjected, injected with control siRNA, or injected with the targeting siRNA. The injections were performed using pulled needles from manually labeled glass capillaries. After injections, embryos were placed back in the abdomen, and the peritoneal cavity was closed by suturing. The epidermis was then closed with surgical clips. At the end of the surgery, the mice were placed close to a heating lamp and monitored until complete awakening. The livers were collected at E17.5.

### Liver tissue staining with optical clearing

Embryonic livers were fixed by PFA immersion (4% PFA, 0.1% Tween20, and PBS) for 2 h at RT and overnight at 4°C. The PFA was neutralized by overnight incubation in 50 mM NH_4_Cl in PBS. The livers were later stored in PBS at 4°C until processing. The livers were mounted in 4% low-melting agarose in PBS and cut into 100-µm-thick sections on a vibratome (Leica VT1200S). For deep tissue imaging, tissue sections were permeabilized with by 0.5% Triton X-100 in PBS for 1 h at RT. The primary antibodies rat monoclonal anti-CD13 (Novus; NB100-64843; RRID:AB_959651; 1:500) and rabbit monoclonal anti-Sox9 (clone EPR14335-78; Abcam; cat. no. ab185966; RRID:AB_2728660; 1:500) were diluted in Tx buffer (0.2% gelatin, 300 mM NaCl, and 0.3% Triton X-100 in PBS) and incubated for 2 d at RT. After washing 5 × 15 min with 0.3% Triton X-100 in PBS, the sections were incubated with secondary antibodies donkey anti-rat 568 (BIOTIUM; cat. no. 20092; 1:1,000), donkey anti-rabbit 647 (Thermo Fisher Scientific; cat. no. A31573; 1:1,000), and DAPI (1 mg/ml; 1:1,000) and phalloidin–Alexa 488 (Thermo Fisher Scientific; cat. no. A12379; 1:150) for another 2 d. After washing 5 × 15 min with 0.3% Triton X-100 in PBS and 3 × 1 min with PBS, the optical clearing started by incubating the slices in 25% fructose for 4 h, continued in 50% fructose for 4 h, 75% fructose overnight, 100% fructose (100% wt/vol fructose, 0.5% 1-thioglycerol, and 0.1 M phosphate buffer, pH 7.5) for 6 h, and finally overnight in SeeDB solution (Ke et al., 2013; 80.2% wt/wt fructose, 0.5% 1-thioglycerol, and 0.1 M phosphate buffer). The samples were mounted in SeeDB.

### Quantification and statistical analysis

#### 3D reconstruction of BC

Optically cleared 100-µm liver sections were imaged with an upright multiphoton laser-scanning microscope (Zeiss LSM 780 NLO) equipped with gallium arsenide phosphide detectors. Liver slices were imaged twice at low (20×/0.8 Zeiss objective) and high resolution (63×/1.3 Zeiss objective; 0.3 µm voxel size), respectively. Low-resolution overviews of the complete liver sections were created and used to select for regions where enlarged apical membranes were apparent. Selected regions (∼300 µm × 300 µm × 100 µm; x, y, z) were then acquired at high resolution. High-resolution images were processed and BC-segmented, based on CD13 staining, with the Motion Tracking software as described (Morales-Navarrete et al., 2015; Morales-Navarrete et al., 2016). Local lumen radius distribution was calculated by assuming a maximal radius of 10 µm.

For cells segmentation, a selected region of an image (∼70 µm × 70 µm × 60 µm; x, y, z) was denoised using the PURE-LET method (Luisier et al., 2010), i.e., through the “PureDenoise” plugin in ImageJ, with Cycle-spin = 10 and Multiframe = 11. Shading and uneven illumination were then corrected using BaSiC algorithm (Peng et al., 2017) and Rolling Ball Background Subtraction plugins in Fiji, respectively. The preprocessed image was imported to Motion Tracking, and apical membranes were reconstructed as above. Cells surrounding an apical tube were segmented using the 3D active mesh approach with phalloidin staining as a marker of cell borders (Morales-Navarrete et al., 2015).

#### Lumen radius quantification

To quantify the effect of Rab35 silencing and Rab35 rescue on lumen morphology in vitro, a custom script was written for Fiji to segment lumina on microscopy images based on the actin signal (phalloidin–Alexa 647) and extract region statistics. For the rescue experiment, the segmentation mask was set so that only lumina with a minimum (70%) overlap with GFP channel (expressed protein) were kept for the analysis (the cells that actually express the protein). The script contained a pause for segmentation verification and manual correction. For quantifying lumen radius, we used “local thickness” as descriptor, which can be computed with a Fiji plugin (https://imagej.net/Local_Thickness). The local thickness at any interior point of an object is defined as the diameter of the largest circle that contains the point and completely fits into the object. For each lumen, the local thickness histogram, as well as the average local thickness, was computed. Then, the local thickness histogram of each object was normalized. To account for the different size of the objects, each normalized histogram was multiplied by a weighting factor $w_{i}$, which is proportional to the estimated volume of the object i. Without losing generality, we defined w $w_{i}=\;A_{i}^{3/2}$, where $A_{i}\;$ is the number of pixels belonging to the object. Then, the histograms of all the objects in each image were summed up and normalized (i.e., to discard the effect of differences in the total amount of apical membrane between images). Finally, the averaged histograms (first over different images and then between different experiments *n* = 3) are reported. Error bars show the SEM per bin. The histogram quantification was performed using MATLAB R2020b.

#### Gene expression analysis

Basic quality control of raw sequencing data was performed with FastQC v0.11.2 (Andrews, 2020). Reads were mapped to the mouse genome reference assembly GRCm38, and genes of the Ensembl release v92 (Zerbino et al., 2018) were quantified using STAR v2.5.2b (Dobin et al., 2013). The read duplication level was assessed using MarkDuplicates from Picard tools v2.10.2 (Broad Institute, 2018) and dupRadar v1.8.0 (Sayols et al., 2016). 

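Among the genes with more than 10 counts in any sample, edgeR's quasi-likelihood test called 5145 genes different between Diff. hepatocytes and hepatoblasts, 2648 higher and 2497 lower in Diff. hepatocytes. Between mature hepatocytes and hepatoblasts it called 7971 genes, 3580 higher and 4391 lower in mature hepatocytes. Between Diff. hepatocytes and mature hepatocytes it called 6362 genes, 3586 higher and 2776 lower in Diff. hepatocytes. Of the 3580 genes higher in mature hepatocytes than in hepatoblasts, 1307 were also called higher in Diff. hepatocytes, 157 were called lower and 2116 were not called. Of the 4391 lower genes, 1759 were also called lower in Diff. hepatocytes, 361 were called higher and 2271 were not called. The 5145 genes called in Diff. hepatocytes held 1561 that were not called in mature hepatocytes. Of the 7971 genes called in mature hepatocytes, 76.4% had a log2 fold change of the same sign in Diff. hepatocytes, and for single libraries of Diff. hepatocytes the share lay between 73.2% and 77.9%. Both comparisons use the same hepatoblast libraries, which alone raises such a share. In 20 simulations with Diff. hepatocytes unchanged from hepatoblasts, it was 52.8% on average and 53.7% at most. An adjusted p under 0.05 with no fold change threshold moved these counts most, to 10615, 12870 and 11580 genes in the 3 comparisons. With DESeq2 in place of edgeR, 2504, 4923 and 3528 genes were called when the log2 fold change threshold of 1 was part of the test, and 5253, 8010 and 6490 when it was applied after the test.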

The count data of the samples were filtered for genes with >10 counts in any of the samples and served as input for DESeq2 v1.22.2 (Love et al., 2014) to identify differentially expressed genes using a log2fold-change threshold of 1 and an adjusted P-value cut-off of 0.01. The heatmap was generated using R package gplots (function heatmap.2).

### Online supplemental material

Fig. S1 shows that the hepatoblast culture system also supports the growth and polarization of primary bile duct cells. Fig. S2 provides additional data on selected polarity-related candidates of the siRNA screen. Fig. S3 shows a scheme and validation of the in utero injection method to deliver LNP-siRNAs into embryonic livers using a GFP-expressing mouse line. Video 1, Video 2, Video 3, and Video 4 show examples of the BC formation observed in vitro in LifeAct-EGFP expressing differentiating hepatoblasts. Video 5 shows a 3D reconstruction of EM serial sections of a bile canaliculus formed in vitro, and Video 6 shows a simplified model based on the 3D reconstruction. Video 7 and Video 8 show the formation of hepatocyte lumina in Rab35 knock-down conditions. Video 9 and Video 10 show 3D reconstructions of the embryonic liver tissue injected with LNP-siLuc or LNP-siRab35. Video 9 shows the 3D reconstructed luminal network, and Video 10 focuses on the organization of the cells forming the lumina. Table S1 provides a list of candidate genes in the focused siRNA screen, and Table S2 provides the sequences of the used siRNAs.

## Supplementary Material

Table S1 shows genes included in the focused siRNA screen. Click here for additional data file.

Table S2 shows siRNA sequences used in the study. Click here for additional data file.

## Data Availability

Bulk RNA-seq data were deposited in GEO under accession no. GSE176069. Codes for the scripts are available upon request. All unique/stable reagents generated in this study are available from the corresponding author with a completed Materials Transfer Agreement.

# Supplementary material for: Anisotropic expansion of hepatocyte lumina enforced by apical bulkheads
**Source:** J Cell Biol. 2021 Jul 30;220(10):e202103003. doi: 10.1083/jcb.202103003
**Supplement:** Table S1 — shows genes included in the focused siRNA screen.

**Table 1: Genes included in the focused siRNA screen**

| **Gene name** | **Gene ID** | **Lumen phenotype** | **Number of siRNAs with phenotype** | **Category** |
| --- | --- | --- | --- | --- |
| *Tjp1* | 21872 | Loss of polarity | 4/6 | Apical junctions |
| *Ocln* | 18260 | Loss of polarity | 2/6 | Apical junctions |
| *Cldn2* | 12738 | None | 0/6 | Apical junctions |
| *Gjb1* | 14618 | None | 0/6 | Apical junctions |
| *Pard3* | 93742 | None | 0/6 | Apical junctions/ Cytoskeleton |
| *Mark2 (Par1b)* | 13728 | None | 0/6 | Cytoskeleton |
| *Kif13b* | 16554 | None | 0/6 | Cytoskeleton |
| *Stk11 (Lkb1)* | 20869 | None | 0/6 | Cytoskeleton |
| *Cdc42* | 12540 | Spherical lumina | 3/6 | Cytoskeleton/ Polarized trafficking |
| *Arf6* | 11845 | Cyst-like lumina | 1/6 | Cytoskeleton/ Polarized trafficking |
| *Rab35* | 77407 | Cyst-like lumina | 5/6 | Cytoskeleton/ Polarized trafficking |
| *Rab4a* | 19341 | None | 0/6 | Polarized trafficking |
| *Rab4b* | 19342 | None | 0/6 | Polarized trafficking |
| *Rab8a* | 17274 | None | 0/6 | Polarized trafficking |
| *Rab8b* | 235442 | None | 0/6 | Polarized trafficking |
| *Rab10* | 19325 | None | 0/6 | Polarized trafficking |
| *Rab11a* | 53869 | None | 0/6 | Polarized trafficking |
| *Rab11b* | 19326 | None | 0/6 | Polarized trafficking |
| *Rab13* | 68328 | None | 0/6 | Polarized trafficking |
| *Rab14* | 68365 | None | 0/6 | Polarized trafficking |
| *Rab17* | 19329 | None | 0/6 | Polarized trafficking |
| *Rab21* | 216344 | None | 0/6 | Polarized trafficking |
| *Rab27a* | 11891 | None | 0/6 | Polarized trafficking |
| *Rab27b* | 80718 | None | 0/6 | Polarized trafficking |
| *Mal2* | 105853 | None | 0/6 | Polarized trafficking |

How the deposited data were processed for this re-analysis (not part of the article)

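RNA of 12 libraries was analysed, 4 biological replicates each of E14.5 Dlk1+ hepatoblasts, Diff. hepatocytes from culture protocol 1 and mature hepatocytes from adult male mice. The authors checked the reads with FastQC, mapped them to GRCm38 and counted them on the genes of Ensembl release 92 with STAR. The deposited values are raw counts per gene, whole numbers without normalization and with no visible filter on low counts. The libraries keep strand information. The paper's text does not name which of STAR's strand settings the counts come from, nor whether duplicate reads were removed. Gene symbols, positions, exon lengths and transcripts were taken from GENCODE release M21, which holds the genes of Ensembl release 96, and 53620 of the 53715 listed identifiers were found there.

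Each library was assigned to its condition and replicate by its label. Counts on genes per library had a median of 24580770.5 in hepatoblasts, 21692761 in Diff. hepatocytes and 21766052 in mature hepatocytes. The tested genes held at least 99.92% of the counts of each library. A library with 0 counts of a gene allows up to 3 counts at this depth. A fold change against a group whose libraries were all at 3 counts or fewer was computed against 3 counts and is given as a lower bound. The spread between replicates was larger than counting error, with a chi-square per gene of 5.8 to 88 between the libraries of a group, so errors are given between replicates.

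Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with more than 10 counts in any sample were kept, library sizes were scaled by TMM, and edgeR's quasi-likelihood test was fitted with the group as its only term over the 12 libraries. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. Log2 CPM used a prior count of 2. The comparisons were Diff. hepatocytes against hepatoblasts, mature hepatocytes against hepatoblasts, and Diff. hepatocytes against mature hepatocytes. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. The paper used DESeq2 v1.22.2 with these thresholds, and its text does not say whether the fold change threshold was part of the test or applied after it. Single genes were also compared with a two-sided exact permutation test over the 70 assignments of 8 libraries to groups of 4, whose smallest p is 0.0286. No technical batch is named by the labels or the paper.

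The lists of genes were fixed before the data were examined. They hold the 22 markers of the heatmap, Dlk1, the 25 genes of the siRNA screen, genes that the paper names, partners of Rab35, genes of the apical surface and junctions, and markers of erythroid cells, macrophages, endothelial cells, mesenchymal cells, bile duct cells, cell cycle, acute phase, glucocorticoid response, fetal liver, adult hepatocytes and sex. Genes named in the text come from these lists or were, in each comparison, among the 5 called genes with the largest fold change in each direction that had a mean of at least 10 CPM over the 8 libraries and no overlap between the groups. Which of these genes are printed was chosen after their values were seen, and some genes of the lists are not reported here. Each of the 16 lists with at least 5 tested genes was tested in each comparison with limma's camera at its preset correlation of 0.01, adjusted over the 48 tests, and again with fry and with an estimated correlation.

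The alternatives were DESeq2's Wald test, DESeq2 and edgeR's glmTreat with the fold change threshold in the test, DESeq2's size factors in edgeR, library totals with and without the 50 most abundant genes, no filter beyond 1 count, at least 10 counts in every sample, filterByExpr, fits of 8 libraries, the replicate number as a block, an adjusted p under 0.05 without a fold change threshold, and fits without each replicate. They were set before the data were examined. A correction of each library for GC content and exon length was added after the data had been seen. Sequences of 75 bases from the transcripts of the listed genes were compared with the transcripts of all other genes, and a sequence found in another gene was counted as shared. The comparison was tested on simulated data of 16463 genes, 200 of them changed, in which edgeR called 189 of the changed genes and 0 of the unchanged genes. The changed genes had median fitted log2 fold changes of 1.994 and -1.995 and were not drawn from genes with few counts. All simulated groups had hepatoblast means apart from these genes. The result therefore does not cover genes near the threshold, genes with few counts or groups that differ widely in composition. In the 20 separate simulations made for the share of genes with the same direction, in which Diff. hepatocytes did not differ from hepatoblasts, 0.1 genes on average were called between them. Imaging, the siRNA screen itself and the experiments in vivo were not analysed here.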

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

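The tests of hepatoblasts replicate 1, Diff. hepatocytes replicate 1 and mature hepatocytes replicate 2, and those of gene lists with other library sizes, were chosen only after the results had been seen. For the genes the text reports, some further genes, the library totals, the TMM factors and every list with at least 5 tested genes, a library was set apart when its gap to the nearest of the other 3 libraries of its group was large relative to the range of the group (Dixon's test at the 95% level). This held in 30 of 252 groups of libraries, where chance gives 12.6. Of the 30, 10 were in hepatoblasts replicate 1, 6 in Diff. hepatocytes replicate 1 and 4 in mature hepatocytes replicate 2.

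Hepatoblasts replicate 1 lay above the other 3 libraries with 85.7 CPM of Kel, 765 CPM of Slc4a1, 777 CPM of Hbb-bs, 494 CPM of Hba-a1, 50.2 CPM of Rab8b, 3.58 CPM of Zbtb16, 1028 CPM of Mki67 and a mean log2 CPM of 5.04 over the macrophage list. It lay below them with 57.2 CPM of Shbg and a mean log2 CPM of 8.61 over the fetal liver list. Against the mean of the other 3 libraries, the 10 genes of the erythroid list were higher by a median of 2.66 on the log2 scale, the 9 genes of the macrophage list by 1.81 and the 8 genes of the endothelial list by 1.57. The 9 genes of the mesenchymal list were lower, with a median of -0.52 (SD 0.12 over genes). A lower share of hepatoblasts, with all other cell types in unchanged proportion, would raise the lists of those types alike, which the mesenchymal genes argue against. More cells of single types would also lower the share of hepatoblasts, and these genes cannot exclude that. The 22 markers of the heatmap had a median of -0.38, with 1 gene higher. The 10 genes of the fetal liver list had a median of -0.64, with 1 gene higher. With library totals that left out the 50 most abundant genes, the median of the erythroid list was 2.74, which argues against a few genes taking most of the counts. Without Slc4a1, one of the genes that led to the test, 9 of 9 erythroid genes were higher, with a median of 2.62. Hbb-bs and Hba-a1, which were also set apart in this library, are among these 9. The value is therefore not independent of the genes that drew attention to the library. Of the abundant erythroid transcripts, Hbb-bs had 161, 139 and 102 CPM in the other 3 libraries, and Hba-a1 had 94.8, 80.9 and 58.5 CPM, although 51.5% and 67.9% of their 75-base sequences are shared with a sister gene. RNA from erythroid cells may therefore have been part of this library, as a hypothesis found and tested on the same data. Whether macrophages and endothelial cells contributed as well was not tested apart from the lists above, and a difference between pools of embryos stays open. Without replicate 1, the log2 fold change in Diff. hepatocytes was -8.07 in place of -9.30 for Kel, -7.80 in place of -9.07 for Slc4a1, -0.66 in place of -1.47 for Rab8b, 7.42 in place of 6.37 for Zbtb16 and -4.32 in place of -4.67 for Mki67.

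Diff. hepatocytes replicate 1 was set apart by 5295 CPM of Cps1, below the other libraries, and by values above them of 0.173 CPM for Kel, 90.1 CPM for Krt7, 23.9 CPM for Cldn2, 1.12 CPM for Saa1 and 3.43 mean log2 CPM over the cell cycle list. The Kel value rests on 4 counts, and the other 3 libraries of Diff. hepatocytes had 0 counts of Kel. The 12 genes of the cell cycle list were higher in this library by a median of 1.14 on the log2 scale, the macrophage list by 1.96, the erythroid list by 1.26, the bile duct list by 0.76 and the mesenchymal list by 0.69, while the 22 markers of the heatmap were lower, with a median of -0.35. A lower share of hepatocytes as the only cause would raise the lists of other cell types alike. The macrophage list (SD 0.62 over 9 genes) and the endothelial list, which rose by 0.26 (SD 0.53 over 8 genes), were 1.69 apart, which argues against it. A change in single cell types or a difference between the cultures stays open and was not tested. Without replicate 1, the log2 fold change against hepatoblasts was 4.04 in place of 4.74 for Krt7, 2.92 in place of 3.48 for Cldn2 and -9.68 in place of -9.07 for Slc4a1, and Kel, then at 0 counts, was at least 213-fold lower, a bound below the 630-fold of all 4 libraries. Cps1 changed sign against mature hepatocytes, from -0.035 to 0.015.

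Mature hepatocytes replicate 2 had 789 CPM of Saa1 and 18.98 CPM of Lcn2, more than the other 3 libraries, and 3041 CPM of Car3 and a mean log2 CPM of 5.81 over the list of the apical surface and junctions, less than the others. An acute-phase response in this animal could raise Saa1 and Lcn2 together with the rest of the acute-phase list. Saa2, with which Saa1 shares 18.5% of its 75-base sequences, had 372 CPM against 24.3, 20.7 and 9.18 CPM in the others. The other 11 genes of that list had a median log2 ratio of 0.59 against the other libraries, which 10000 random sets of as many genes at 1 CPM or more did not reach (permutation test over genes, p = 0.0001). Of the 11 genes, 7 were above all 3 other libraries (permutation test over genes, p = 0.0067, with genes taken as independent), as were 25.1% of the 11999 genes drawn from. Fga, Fgb and Fgg lay within the range of the others, and Cp below it. An acute-phase response would account for the genes that were higher, as a hypothesis found and tested on the same data, and another cause in this animal stays open. Without this replicate, the log2 fold change of Saa1 in mature hepatocytes against hepatoblasts was 7.45 in place of 9.56.

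The remaining 10 groups were spread over other libraries. In hepatoblasts, replicate 2 was higher for Xist at 566 CPM. In Diff. hepatocytes, replicate 2 was lower for Fkbp5 at 232 CPM and for Sgk1 at 148 CPM, replicate 3 was higher for Hpx at 9549 CPM, and replicate 4 was higher for Car3 at 1.38 CPM. In mature hepatocytes, replicate 1 was higher for Krt7 at 1.30 CPM and for Krt19 at 9.32 CPM, replicate 3 was higher for Dlk1 at 6.42 CPM, and replicate 4 was lower for Plagl1 at 0.248 CPM and higher for Cyp1a2 at 1268 CPM. Over the 12 libraries together, chance gives 12.6 such groups, and no explanation was tested for these 10.

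In genes outside the heatmap, 3 lists were higher in Diff. hepatocytes than in hepatoblasts. The acute-phase list had a median log2 fold change of 3.58, with 12 of 14 genes called higher (camera adjusted p = 4.49e-08, Benjamini-Hochberg over 48 tests), and 3 of its genes, Hp, Hpx and Cp, are also in the heatmap. The median of the adult hepatocyte list was 2.98, with 11 of 17 genes called higher and 1 lower (camera adjusted p = 0.000112). The glucocorticoid list had a median of 2.01, with 8 of 10 genes called higher and 1 lower (camera adjusted p = 0.000131), and shares Tat and Pck1 with the heatmap. After a correction for GC content and gene length, the medians were 3.42, 3.00 and 2.03, which argues against such a bias as the cause. With library totals that left out the 50 most abundant genes, the medians of the 3 lists were 3.47, 2.87 and 1.90, which argues against a few genes taking most of the counts. The direction of the 3 lists was the same with fry. Comparisons with mature hepatocytes also differ in sex. The mature hepatocytes came from male mice and had 3.40 to 4.73 CPM of Xist, against 311 to 660 CPM in Diff. hepatocytes. Whether sex contributed to differences from mature hepatocytes was not tested. Against mature hepatocytes, the adult hepatocyte list was lower in Diff. hepatocytes, with a median log2 fold change of -3.69. There, 16 of its 17 genes were called lower and 0 higher (camera adjusted p = 1.6e-08). The other 2 lists were mixed against mature hepatocytes. The acute-phase list had a median of 0.82, with 5 genes called higher and 3 lower (camera adjusted p = 0.153). The glucocorticoid list had a median of -0.26, with 4 genes called higher and 4 lower (camera adjusted p = 0.752). The 3 lists rise in the Diff. hepatocytes, which differ from hepatoblasts in maturation, medium and time in culture at once. According to the paper, the medium of protocol 1 contained dexamethasone, a glucocorticoid. Maturation, medium and time in culture remain possible explanations that the libraries do not separate.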

How the results depend on the processing

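The correction for GC content and exon length, and the test of the sex-linked genes, were chosen only after the results had been seen. The other alternatives were set before the data were examined. Where a value changed, the cause was not tested unless it is named.

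With the fold change threshold in the test, glmTreat called 2966 genes between Diff. hepatocytes and hepatoblasts in place of 5145 and 4221 between Diff. and mature hepatocytes in place of 6362. DESeq2 with the threshold in the test called 2504 and 3528 genes, and 4923 between mature hepatocytes and hepatoblasts in place of 7971. This is a stricter test by construction. With at least 10 counts in every sample, 11090 genes were tested and 2634, 4379 and 3107 were called in the 3 comparisons, in the order Diff. hepatocytes against hepatoblasts, mature hepatocytes against hepatoblasts and Diff. against mature hepatocytes. An adjusted p under 0.05 without a fold change threshold called 10615, 12870 and 11580. Under the other alternatives the 3 counts stayed within 1.5 times their values, and across the 8 fits per comparison that each left out one replicate they ranged from 4704 to 5069, from 7621 to 7872 and from 6027 to 6153. Of the markers in the heatmap, 21 were called higher in Diff. hepatocytes than in hepatoblasts under every alternative, apart from the looser threshold with 22.

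Library totals in place of TMM moved the median log2 fold change of the tested genes by -0.32, -0.85 and 0.53 in the 3 comparisons, and totals without the 50 most abundant genes by -0.11, -0.67 and 0.56. With library totals, the share of called genes that were higher was 35.4%, 20.2% and 75.6% in place of 51.5%, 44.9% and 56.4%, and with totals without the 50 most abundant genes it was 46.0%, 24.5% and 76.5%. With at least 10 counts in every sample, the median of the genes then tested was -0.019 in place of -0.15 for mature hepatocytes against hepatoblasts. For Diff. against mature hepatocytes it was 0.006 in place of 0.092. The share of called genes that were higher moved in the same direction as the median, to 51.4% and 48.7%. The same-direction share, that of the genes called in mature hepatocytes against hepatoblasts whose change in Diff. hepatocytes had the same sign, was 76.4%. It was 79.5% with DESeq2 and the threshold in the test, 80.5% with library totals, 82.2% with at least 10 counts in every sample, 78.6% in fits of 8 libraries and 74.0% with the looser threshold. The share was 75.8% and 74.7% when each comparison had its own hepatoblast libraries, and 76.2% to 77.8% across the fits that each left out one replicate.

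Of the genes of the siRNA screen, 3 were called between Diff. hepatocytes and hepatoblasts. The count was 5 with DESeq2's Wald test, 6 with library totals, 5 with totals without the 50 most abundant genes, 5 with no filter beyond 1 count and 17 with the looser threshold, and 3 to 6 across the 8 fits that each left out one replicate, with 6 without hepatoblasts replicate 4. Of the 48 tests of gene lists, 22 passed an adjusted p under 0.05 with camera and 41 with fry, and the 22 were among the 41. With an estimated correlation, 0 passed after adjustment and 10 had an unadjusted p under 0.05.

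Some small log2 fold changes had the opposite sign. With library totals, they were -0.21 for Rab35, -0.23 for Plagl1, -0.13 for Cyp2e1 and -0.30 for Sox9 in Diff. hepatocytes against hepatoblasts, and 0.15 for C4b, 0.08 for Cfhr2 and 0.50 for Cps1 against mature hepatocytes. With totals without the 50 most abundant genes, they were -0.019 for Plagl1, -0.093 for Sox9, 0.19 for C4b, 0.11 for Cfhr2 and 0.53 for Cps1. Sox9 was at -0.014 with no filter and at -0.005 with at least 10 counts in every sample, where Cps1 was at 0.073. After the GC correction, Cfhr2 was at 0.10 and Anpep in mature hepatocytes against hepatoblasts at 0.021. Across the 8 fits that each left out one replicate, Cps1 ranged from -0.104 to 0.024 against mature hepatocytes, Sox9 from -0.13 to 0.14 and Anpep from -0.23 to 0.002. Over the 121 results for single genes and their 2527 values under alternatives, 2434 kept their direction and side of the threshold, 41 were weaker, 28 stronger and 24 reversed. A change occurred in 30 of the 121 results. With at least 10 counts in every sample, 114 of the 128 results, single genes and totals together, had a value, because genes with fewer counts in some library were left out.

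Depth limited genes with few counts. Rab4b had 13 to 26 counts per hepatoblast library, 10 to 18 per library of Diff. hepatocytes and 5 to 17 per mature library, with a standard error of 0.358 around its log2 fold change of 0.092 in Diff. hepatocytes against hepatoblasts. Kel had 0 to 4 counts in Diff. hepatocytes and 0 to 1 in mature hepatocytes, so the size of its fall rests on a few counts.

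The replicate numbers do not state that libraries were paired. Deviations from the group mean correlated between same-numbered hepatoblasts and Diff. hepatocytes with r of 0.242, -0.037, 0.252 and 0.201 over 8524 genes, which are not independent, and between -0.087 and 0.079 for the comparisons with mature hepatocytes. Over Xist and 4 genes of the Y chromosome, the pairing of hepatoblasts and Diff. hepatocytes by number gave the smallest distance of the 24 pairings (exact permutation test, p = 0.0417, the smallest they can give), 0.297 against 0.458 for the next. Xist was at 287, 566, 329 and 319 CPM in hepatoblasts 1 to 4 and at 311, 660, 392 and 366 CPM in Diff. hepatocytes 1 to 4. Same-numbered libraries may therefore come from one pool of embryos. With the replicate number as a block in the fit, 5220, 7988 and 6360 genes were called, 6 genes of the screen were called, and the log2 fold change of Sox9, differentiated vs hepatoblasts, was -0.022.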

Other observations

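The tests of the bile duct genes were chosen only after the result had been seen. The tests of other groupings of the libraries, of simulated libraries, of GC content, of shared sequence and of neighbouring genes were set after the patterns they address had been seen and before the results of the tests.

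In each of the 3 comparisons, 1 of the 35 splits of the 8 libraries into groups of 4, the real one, gave as many called genes. In fits of 8 libraries, the real splits called 5073 genes for Diff. hepatocytes against hepatoblasts, 7649 for mature hepatocytes against hepatoblasts and 6129 for Diff. against mature hepatocytes. Each of the other splits called 0 genes, and had at most 1494, 929 and 725 genes at an unadjusted p under 0.05, with medians of 223, 147 and 158. Each of these splits mixes libraries of both groups, so that the difference between the groups enters the spread. Few calls follow from this by construction, and the splits cannot measure how many genes chance alone would call. The share of genes with the same direction in Diff. and mature hepatocytes was at most 53.7% in simulations of unchanged libraries, so that the shared hepatoblast libraries do not account for 76.4%. For the markers of the heatmap, 21 were called higher in Diff. hepatocytes after the correction for GC content and gene length, and the largest share of 75-base sequences that any of them has in common with another gene was 22.7%, which argues against either as the cause of the rise of the list.

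Vmn2r3, on chromosome 3 of GRCm38 from 64257215 to 64289709, had 99.3 ± 20.8 CPM in Diff. hepatocytes (SD, n = 4) and 3 counts or fewer in each hepatoblast and mature library. It was at least 999-fold higher than in hepatoblasts and at least 482-fold higher than in mature hepatocytes. It shared 1.27% of its 75-base sequences with another gene, which argues against reads of a related gene. Of the 3 genes upstream on its strand within 100 kb, 0 had more than 10 counts in any library, which argues against transcription that runs in from a neighbour. No biological explanation was tested.

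Car3, Serpina6 and Shbg fell in Diff. hepatocytes. Car3 had 212 CPM in hepatoblasts, 0.726 CPM in Diff. hepatocytes and 3447 CPM in mature hepatocytes, with a log2 fold change of -8.21 against hepatoblasts (adjusted p = 8.48e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 4 of 4 libraries). Serpina6 changed by -9.24 (edgeR adjusted p = 2.29e-09) and Shbg by -9.66 (edgeR adjusted p = 3.71e-10). The size of the change in Shbg rests on 0 to 6 counts per library of Diff. hepatocytes, and without replicate 2, which had the 6 counts, it was at least 580-fold lower. After the GC correction, the change nearest to 0 among the 3 genes was -8.31, and 0% of their 75-base sequences were shared with another gene, which argues against both of these causes. In mature hepatocytes, Car3 was higher than in hepatoblasts by 4.02 on the log2 scale, Serpina6 changed by -4.21, and Shbg was at least 417-fold lower.

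Among genes of the bile duct list, Krt7 rose in Diff. hepatocytes by 4.74 on the log2 scale (edgeR adjusted p = 2.79e-06, Benjamini-Hochberg, 4.04 without Diff. hepatocytes replicate 1), Krt19 by 4.75 (edgeR adjusted p = 5.34e-06) and Epcam by 3.05 (edgeR adjusted p = 1.03e-06), genes that were singled out after their values were seen. Bile duct cells in the cultures could raise the whole list. The other 4 tested genes had a median of 0.15, with Sox9 at 0.01 and Spp1 at 1.03, and 0 of the 4 were called, so this explanation cannot be told apart from a change in the hepatocytes, because these genes did not move together. The sign of Sox9 changed with the scaling.

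Of the fetal liver list, 6 of 10 genes were called lower in Diff. hepatocytes and all 10 in mature hepatocytes. In Diff. hepatocytes, Afp changed by -1.08 (edgeR adjusted p = 0.000618, Benjamini-Hochberg, -0.99 without hepatoblasts replicate 4) and Gpc3 by -1.75 (edgeR adjusted p = 1.82e-06), while H19 at 0.58, Peg3 at 0.46 and Plagl1 at 0.09 were not called, and the sign of Plagl1 changed with the scaling. In mature hepatocytes, Afp was at -9.86, H19 at -8.79, Peg3 at -5.60 and Plagl1 at -7.83. Of the adult hepatocyte list, Cyp2e1 at 0.20 and Cyp1a2 at 0.70 were not called in Diff. hepatocytes, and the sign of Cyp2e1 changed with library totals. In the glucocorticoid list, Fkbp5 was higher in Diff. hepatocytes than in hepatoblasts by 1.64, Sgk1 by 2.38 and Zbtb16 by 6.37, with 3.58 CPM of Zbtb16 in hepatoblasts replicate 1 apart from the other libraries.

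The median log2 fold changes of the other lists in Diff. hepatocytes against hepatoblasts are given with limma's camera test, adjusted by Benjamini-Hochberg over 48 tests. The cell cycle list was at -4.14 with 12 of 12 genes called lower (camera adjusted p = 4.31e-08). The erythroid list was at -6.02, or -5.87 with genes at the floor set to their bound, with 10 of 10 called lower (camera adjusted p = 2.35e-05), and the endothelial list at -3.55, or -3.43 at the bound, with 7 of 8 called lower (camera adjusted p = 0.0012). The fetal liver list was at -1.40 (camera adjusted p = 0.0267). The camera adjusted p was above 0.05 for the other 8 lists. Of these, the macrophage list was at -1.31 with 3 of 9 called lower (camera adjusted p = 0.133), and the mesenchymal list at 0.77 with 3 of 9 called higher (camera adjusted p = 0.133), among them Acta2 at 4.50 and Col1a1 at 1.21, the latter not called in 5 of the 8 fits without one replicate and lowest without Diff. hepatocytes replicate 1, at 0.83. The bile duct list was at 1.03 with 3 of 7 called higher (camera adjusted p = 0.0885), the apical surface and junction list at 0.56 with 6 of 21 called higher and 1 lower (camera adjusted p = 0.0656), and the genes named by the paper at 0.34 with 1 of 8 higher and 1 lower (camera adjusted p = 0.699). The partners of Rab35 were at -0.11 with 1 of 8 called (camera adjusted p = 0.877), and the sex-linked genes at 0.22 with 0 of 5 called and 0 at an unadjusted p under 0.05 (camera adjusted p = 0.78). This fit did not pair libraries by number, and could miss a small shift common to same-numbered pairs. Xist, Ddx3y, Eif2s3y and Uty had more CPM in Diff. hepatocytes in each same-numbered pair, and Kdm5d in replicate 1 alone. With library totals the median of the sex-linked genes was -0.10, so the sign of such a shift depends on the scaling. The list of the 22 markers had a camera adjusted p of 2.13e-15. Hepatoblasts replicate 1 lay above the other 3 hepatoblast libraries on the erythroid, macrophage and endothelial lists, by medians of 2.66, 1.81 and 1.57 on the log2 scale. The size of the falls of these 3 lists therefore rests in part on this library.

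Of the 25 genes of the siRNA screen, 3 were called between Diff. hepatocytes and hepatoblasts, and 3 when adjusted over the list alone. The count was 6 with the replicate number as a block in the fit, and 6 without hepatoblasts replicate 4. There were 17 at an unadjusted p under 0.05, and the median log2 fold change was 0.09 (camera adjusted p = 0.733, Benjamini-Hochberg). The 3 were Cldn2 at 3.48 (2.92 without Diff. hepatocytes replicate 1), Mal2 at 2.08 and Gjb1 at 1.31. Rab8b was at -1.47 (edgeR adjusted p = 0.0119) and at -0.66 without hepatoblasts replicate 1, and it was called at -1.71 without hepatoblasts replicate 4 and also without replicate 3. Rab35, on chromosome 5 from 115631908 to 115647736, had 32.3 ± 6.82 CPM in hepatoblasts, 35.2 ± 2.60 CPM in Diff. hepatocytes and 23.6 ± 1.52 CPM in mature hepatocytes (SD, n = 4 libraries). Its log2 fold change in Diff. hepatocytes was 0.13 against hepatoblasts (edgeR adjusted p = 0.406, Benjamini-Hochberg, the sign changed with library totals) and 0.58 against mature hepatocytes (edgeR adjusted p = 0.00127). Against hepatoblasts, it ranged from 0.05 to 0.29 across the 8 fits that each left out 1 replicate. Hepatoblasts replicate 1 had 42.4 CPM of Rab35, above the other hepatoblast libraries at 27.6 to 30.3 CPM. Rab4b had 0.643 CPM in hepatoblasts, with 52.5% of its 75-base sequences shared and 65.0% of its exon bases overlapping another gene on the same strand. Anpep, which encodes CD13, had 196 ± 45.5 CPM in hepatoblasts, 58.3 ± 8.21 CPM in Diff. hepatocytes and 186 ± 24.9 CPM in mature hepatocytes, with a log2 fold change in Diff. hepatocytes of -1.75 against hepatoblasts (edgeR adjusted p = 1.64e-06) and -1.68 against mature hepatocytes (edgeR adjusted p = 1.78e-06).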
